# Regulation of Brown and White Adipocyte Transcriptome by the Transcriptional Coactivator NT-PGC-1α

**DOI:** 10.1371/journal.pone.0159990

**Published:** 2016-07-25

**Authors:** Jihyun Kim, Vivian E. Fernand, Tara M. Henagan, Jeho Shin, Peter Huypens, Susan Newman, Thomas W. Gettys, Ji Suk Chang

## Abstract

The β_3_-adrenergic receptor (AR) signaling pathway is a major component of adaptive thermogenesis in brown and white adipose tissue during cold acclimation. The β_3_-AR signaling highly induces the expression of transcriptional coactivator PGC-1α and its splice variant N-terminal (NT)-PGC-1α, which in turn activate the transcription program of adaptive thermogenesis by co-activating a number of transcription factors. We previously reported that NT-PGC-1α is able to increase mitochondrial number and activity in cultured brown adipocytes by promoting the expression of mitochondrial and thermogenic genes. In the present study, we performed genome-wide profiling of NT-PGC-1α-responsive genes in brown adipocytes to identify genes potentially regulated by NT-PGC-1α. Canonical pathway analysis revealed that a number of genes upregulated by NT-PGC-1α are highly enriched in mitochondrial pathways including fatty acid transport and β-oxidation, TCA cycle and electron transport system, thus reinforcing the crucial role of NT-PGC-1α in the enhancement of mitochondrial function. Moreover, canonical pathway analysis of NT-PGC-1α-responsive genes identified several metabolic pathways including glycolysis and fatty acid synthesis. In order to validate the identified genes *in vivo*, we utilized the FL-PGC-1α^-/-^ mouse that is deficient in full-length PGC-1α (FL-PGC-1α) but expresses a slightly shorter and functionally equivalent form of NT-PGC-1α (NT-PGC-1α^254^). The β_3_-AR-induced increase of NT-PGC-1α^254^ in FL-PGC-1α^-/-^ brown and white adipose tissue was closely associated with elevated expression of genes involved in thermogenesis, mitochondrial oxidative metabolism, glycolysis and fatty acid synthesis. Increased adipose tissue thermogenesis by β_3_-AR activation resulted in attenuation of adipose tissue expansion in FL-PGC-1α^-/-^ adipose tissue under the high-fat diet condition. Together, the data strengthen our previous findings that NT-PGC-1α regulates mitochondrial genes involved in thermogenesis and oxidative metabolism in brown and white adipocytes and further suggest that NT-PGC-1α regulates a broad spectrum of genes to meet cellular needs for adaptive thermogenesis.

## Introduction

Brown adipose tissue (BAT) is specialized for energy expenditure via UCP1-mediated thermogenesis as a defense against hypothermia and obesity [1–3]. Recently, adult humans have been shown to possess functional BAT whose activity is increased by cold exposure [4–6]. In response to cold, norepinephrine released from the sympathetic nerve endings stimulates β-adrenergic receptors (β-ARs) on BAT [7]. In particular, a β_3_-AR signaling pathway plays a crucial role in BAT thermogenesis, leading to a marked increase in triacylglycerol mobilization, mitochondrial fatty acid oxidation and UCP1 expression/activity [2, 8, 9]. In rodents, prolonged stimulation of β_3_-AR in white adipose tissue induces emergence of brown-like (beige) adipocytes, which have been suggested to serve to increase energy dissipation through enhanced mitochondrial oxidative metabolism and UCP1-mediated thermogenesis [10–12].

The transcriptional coactivator PGC-1α is a master regulator of adaptive thermogenesis. During cold stress, PGC-1α is highly induced by cold-stimulated β_3_-AR signaling in brown and brown-like (beige) adipocytes and activates a number of nuclear receptors and transcription factors for transcriptional induction of UCP1 and other mitochondrial genes involved in mitochondrial oxidative metabolism [9, 13]. Previously, we reported that alternative splicing of the PGC-1α gene produces a splice variant encoding the N-terminal isoform of PGC-1α (NT-PGC-1α) that lacks the 271–797 amino acids of full-length PGC-1α (FL-PGC-1α) [14]. NT-PGC-1α is co-expressed with FL-PGC-1α, and its mRNA and protein levels are largely elevated by cold-stimulated β_3_-AR/cAMP signaling in brown adipocytes [14]. NT-PGC-1α is a functional transcriptional coactivator containing the transcription activation and nuclear receptor interaction domains of FL-PGC-1α [14, 15]. Accordingly, expression of NT-PGC-1α in cultured brown adipocytes significantly induces the expression of UCP1 and mitochondrial genes, leading to an increase in mitochondrial content and respiratory activity [14–16]. Moreover, NT-PGC-1α alone is sufficient to activate cold-induced BAT thermogenesis in FL-PGC-1α^-/-^ mice by promoting the expression of thermogenic and mitochondrial genes in the absence of FL-PGC-1α [14, 15, 17, 18]. In contrast, ablation of both FL-PGC-1α and NT-PGC-1α impairs BAT thermogenesis, leading to a complete inability of PGC-1α^-/-^ mice to defend against cold stress [19].

NT-PGC-1α interacts with various nuclear receptors through the nuclear receptor interaction motif (LxxLL) [14, 15]. Nuclear receptors regulate a large number of genes involved in mitochondrial biogenesis and oxidative metabolism, thermogenesis, glycolysis, and lipid metabolism [20]. Thus, this raises the possibility that NT-PGC-1α regulate a broad range of genes involved in several metabolic pathways in brown adipocytes. Genome-wide analysis of NT-PGC-1α-regulated genes has not been conducted to date. We therefore aimed to identify genes that are potentially regulated by NT-PGC-1α in brown adipocytes using microarray analysis. The identified candidate genes were subsequently validated using quantitative real-time PCR in NT-PGC-1α-expressing PGC-1α^-/-^ brown adipocytes and 3T3-L1 white adipocytes. In order to include genes with physiological significance, the candidate genes were further validated in FL-PGC-1α^-/-^ mice that have genetic ablation of FL-PGC-1α but retain the expression of a slightly shorter and functionally equivalent form of NT-PGC-1α (NT-PGC-1α^254^) [15, 21]. NT-PGC-1α^254^ is a functional transcriptional coactivator containing 251 amino acids of NT-PGC-1α (aa 1–270), followed by 3 additional amino acids created by the duplicated exon 3 [21]. We here identify a set of NT-PGC-1α-regulated genes whose expression is correlated with cold/β_3_-AR-induced BAT thermogenesis.

## Materials and Methods

### Animal Experiments

All animal handling and experiments were conducted according to the procedures reviewed and approved by the Pennington Biomedical Research Center Institutional Animal Care and Use Committee (PBRC IACUC). All mice were housed on a 12-h light/12-h dark cycle. Mice were sacrificed with CO_2_ inhalation_,_ followed by cervical dislocation. The present animal study was approved by the PBRC IACUC in the protocols 659 (March 23, 2010) and 740 (August 22, 2011). Brown adipose tissue was dissected from the interscapular region and inguinal white adipose tissue was dissected from the layer under the skin in the region of the groin. Tissue was snap-frozen in liquid nitrogen. FL-PGC-1α^-/-^ mice deficient in FL-PGC-1α have been described previously [15, 16, 21]. The PGC-1α gene product produced in FL-PGC-1α^-/-^ mice was defined as NT-PGC-1α^254^ to distinguish it from naturally occurring NT-PGC-1α. *Cohort1*: 9 to 10-week-old FL-PGC-1α^-/-^ male mice and wild-type controls (n = 8 per group) were singly housed and provided a high-fat (45 kcal % fat) diet (D12451, Research Diets, Inc., New Brunswick, NJ) *ad libitum* for 2 weeks. Thereafter, mice were weighed and their body composition was determined by NMR using a Bruker Mouse Minispec (Bruker Optics, Billerica, MA) prior to transfer of the mice into indirect calorimetry chambers. After a 24h acclimation period, each mouse was monitored for 6 days for determination of VO_2_ and VCO_2_ using a Comprehensive Laboratory Animal Monitoring System (Columbus Instruments, Columbus, OH). Locomotor activity was measured using an OPTO-M3 sensor system while the mice were in the chamber. After 3 days in the chamber, mice were switched to the same high-fat diet but formulated to contain 0.001% CL316243 as described previously [15, 22], and oxygen consumption was continuously monitored for 4 additional days. Thereafter, mice removed from the chambers were assessed for body weight and composition and provided the high-fat diet containing 0.001% CL316243 for 2 additional days prior to harvest of brown and white adipose tissue. Energy expenditure was calculated as (VO2 × [3.815 + (1.232 × RQ)] × 4.187) and expressed as kilojoules per hour per lean mass for analysis. In parallel, age-matched WT and FL-PGC-1α^-/-^ mice (n = 8 per group) fed a high-fat (45 kcal % fat) diet for 3 weeks were used as controls.

*Cohort 2*: For cold exposure experiments, 9 to 10-week-old WT and FL-PGC-1α^-/-^ mice (n = 7–9 per group) fed a high-fat (45 kcal % fat) diet for 3 weeks at 28°C were singly housed and exposed to 4°C for 5 h. Core rectal temperature was measured at baseline and every 1 h over the 5 h-period as described previously [15].

### Microarray Experiment

Immortalized brown preadipocytes expressing hemagglutinin-tagged NT-PGC-1α-HA or empty vector [14] were differentiated as described previously [14]. Total RNA was prepared using TriReagent (Invitrogen Life Technologies, Inc., Carlsbad, CA) and the RNeasy RNA purification protocol (QIAGEN, Valencia, CA). RNA quantity and quality were measured using the RNA 6000 Nano LabChip kit with the Agilent 2100 Biolanalyzer (Agilent Technologies, Palo Alto, CA). Three RNA samples were pooled for each group. Microarray analysis was performed in the Genomics Core of the Pennington Biomedical Research Center. Briefly, one microgram of RNA was amplified and labeled using the NanoAmp IVT-Amplification Kit according to the manufacturer’s protocol (Applied Biosystems, Foster City, CA). For each array comparison, ten micrograms of digoxigenin-11-UTP-labeled (Roche Diagnostics, Indianapolis, IN) cRNA was fragmented using the Applied Biosystems Chemiluminescent Detection Kit protocol. Pooled samples were hybridized onto ABI Mouse Genome Survey arrays, with approximately 32,000 genes and 1,000 controls represented, for 16 h in a rotating hybridization oven, followed by washing and application of the chemiluminescent substrate, according to the Applied Biosystems Chemiluminescent Detection Kit protocol (Applied Biosystems, Foster City, CA). The microarray slides were scanned and gridded, and the images were digitized and analyzed using an Applied Biosystems 1700 Chemiluminescent Microarray Analyzer, along with the package ABarray v1.36.0 (Applied Biosystems, Foster City, CA). Data files were analyzed using the statistical program R v.2.2.1 (http://www.r-project.org) and the quantile-quantile method for normalization across arrays (http://www.bioconductor.org). Parameters for feature control were set at signal/noise ratio ≥3 and quality flags <5,000 in order to generate fold changes for features. The raw and normalized datasets were deposited to the National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus (GEO) database (accession number GSE71774).

### Pathway Analysis

Ingenuity Pathway Analysis (IPA) software (http://www.ingenuity.com) was used for functional analysis of differentially expressed genes by NT-PGC-1α and their networks. Only genes with a *p* value smaller than 0.05 and a fold change greater than 1.25 (NT-PGC-1α versus empty vector) were selected from the normalized data, uploaded into the Ingenuity software and mapped to the gene object in the Ingenuity Pathways Knowledge Base for pathway analysis. A *p* value less than 0.05 indicates that the association between a set of focus genes in microarray and a given pathway is statistically significant, non-random association. The right-tailed Fisher Exact Test was used to calculate a *p* value. Metabolic pathways and signal transduction pathways (AMPK signaling, PPARα/RXRα activation, RAR activation and p38 MAPK activation) were selected for analysis, and genes that are involved in top-ranked canonical pathways were displayed by overlapping the involved metabolic and signal transduction pathways.

### Cellular Oxygen Consumption Assay

Immortalized brown preadipocytes expressing NT-PGC-1α-HA or lentiviral vector were seeded at a density of 40,000 cells per well in XF24 Cell Culture microplates and differentiated as described previously [14]. Before starting the experiment, cells were washed and allowed for equilibration in Krebs Henseleit Buffer (KHB) containing 2.5 mM glucose for 20–30 minutes at 37°C. The cell plates were then placed into the Seahorse Bioscience XF24 instrument and oxygen consumption was measured in real time. After 3 measurements of basal oxygen consumption, a β-AR agonist isoproterenol (10 μM) was injected into the wells and subsequent oxygen consumption was measured 5 more times at 6.5 min intervals.

### Quantitative Real-Time PCR Analysis

PGC-1α^-/-^ brown preadipocytes were transduced with retrovirus expressing pBABE retroviral empty vector, NT-PGC-1α-a-HA and NT-PGC-1α-b-HA. Similarly, 3T3-L1 preadipocytes were transduced with retrovirus expressing pBABE or NT-PGC-1α-a-HA. Brown and white preadipocytes were induced for differentiation as described previously [17, 23]. Total RNA from adipose tissue and adipocytes was reverse-transcribed for quantitative real-time PCR analysis as described previously [15, 17]. Relative mRNA expression of the genes of interest was determined after normalization to cyclophilin by standard curve and ΔΔCt methods. For quantitative assessment of mitochondrial biogenesis, the ratio of mitochondrial to nuclear DNA was analyzed using quantitative RT-PCR with primers for the NADH dehydrogenase subunit 1 (ND1) and lipoprotein lipase (LPL) as described previously [15].

### Western Blot Analysis

Whole cell extracts were prepared from tissues and adipocytes by homogenization in lysis buffer [17] and subjected to Western blot analysis using following antibodies: anti-PGC-1α [14], anti-UCP1 [14, 24], anti-α-tubulin (Abcam) and anti-β-actin (Sigma). Protein concentration was determined using Bio-Rad DC protein assay reagents according to the manufacturer’s instructions.

### Statistical Analysis

Data are presented as mean ± SD. Student *t* test or ANOVA was used to compare the difference between groups using Graphad Prism 5 software. Values of *P* < 0.05 were considered statistically significant.

## Results

### Genome-Wide Gene Expression Profiling of NT-PGC-1α-Responsive Genes in Brown Adipocytes

We previously showed that expression of NT-PGC-1α in brown adipocytes increases mitochondrial biogenesis and UCP1 gene expression [14]. In agreement with these findings, NT-PGC-1α-expressing brown adipocytes exhibited higher rates of oxygen consumption compared to control cells in response to β-adrenergic receptor agonist isoproterenol (Fig 1A), indicating that NT-PGC-1α-mediated mitochondrial gene expression increases mitochondrial respiratory capacity. 

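The microarray data were collected from immortalized mouse brown preadipocytes that expressed NT-PGC-1α or carried the empty vector and were differentiated into brown adipocytes, over 2 days of induction and 5 days of maintenance according to the sample labels. RNA was pooled within each group, from 3 RNA samples according to the paper's methods and from 2 according to the description deposited with the data, and both accounts are given here. Each of the 2 pools was hybridized to 2 ABI Mouse Genome Survey arrays, called A and B, which carry 1 label and report a chemiluminescent signal for each probe. Arrays A and B of a group are technical replicates of 1 RNA pool. Every fold change given here is therefore between 2 pools, with 1 pool per group, and its error is the difference between arrays. No test of NT-PGC-1α against empty vector across independent cultures was possible, and the small number of arrays and pools limits the precision. The paper states that raw and normalized datasets were deposited. The signals used here are those of 33012 probes on each array that the authors deposited without normalization across arrays, and the normalized dataset was not used here. The median signal was 448 on array A and 398 on array B of the empty vector pool, and 442 and 395 on arrays A and B of the NT-PGC-1α pool. Across probes, which are not independent, log2 signals correlated with r = 0.991 between arrays A and B of either pool and with r between 0.954 and 0.957 across the pools. The signals were log2 transformed and normalized across the 4 arrays by quantiles, as in the paper's methods. The signal to noise ratios and quality flags by which the paper filtered features were not used here, so every probe with a signal above 0 on all arrays was kept, which was all of them. After normalization, 3834 probes differed at least 1.5-fold between arrays A and B of the empty vector pool, and 4572 between those of the NT-PGC-1α pool. Restricting the probes to the 17726 with a signal above the array median on both arrays of a group lowered these numbers to 740 and 1068. S1 Table pairs 1342 probes with gene symbols, and RefSeq accessions (mouse assembly GRCm38.p6, used for names alone) named a further 293. The remaining 31377 probes were given no symbol, although some of them share a gene identifier with a named probe.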

To identify the set of genes potentially regulated by NT-PGC-1α in brown adipocytes, we carried out microarray analysis on brown adipocytes expressing NT-PGC-1α or empty vector. Expression levels of NT-PGC-1α in brown adipocytes were 7-fold higher compared to control samples (S1 Table) and this increase is comparable to the cold-induced levels of NT-PGC-1α mRNA in brown adipose tissue (BAT) [14, 15]. 

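The probe that S1 Table names Ppargc1a (847307, gene identifier mCG10800.2) had normalized signals of 113.9 and 135.7 on the empty vector arrays and 1078 and 713.9 on the NT-PGC-1α arrays, a 7.06-fold increase between the pools. Across the 4 pairings of an NT-PGC-1α array with an empty vector array, the fold lay between 5.26 and 9.46. The paper's reported value in S1 Table is 6.78. With any 1 array left out, the fold stayed between 5.88 and 9.29. Adding an offset to all signals before the log2 step, at the 5th percentile of the signals (111.9), lowered it to 4.19. A second probe with the same gene identifier (747719), which S1 Table does not list, gave 225.6 and 148.6 on the empty vector arrays and 257.9 and 345.2 on the NT-PGC-1α arrays, a 1.63-fold increase that ranged from 1.14 to 2.32 across the pairings. The region of the transcript that each probe targets was not used here.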

The microarray data were initially filtered to contain only genes up- or down-regulated at least 1.5-fold by NT-PGC-1α with a *p* value smaller than 0.05. 

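Of the 33012 probes, 5565 were at least 1.5-fold higher and 5802 at least 1.5-fold lower in the NT-PGC-1α pool with no overlap between the arrays of the groups. Without any fold threshold, the arrays of the groups did not overlap for 71.7% of probes, where chance gives 33.3% with 2 arrays against 2. With the methods' t-test on log2 signals, taken as Student's test with equal variances at an unadjusted threshold of 0.05, 3094 probes were higher and 3428 were lower by at least 1.5-fold. The paper's text names Student's test in its general statistics section and no test for the arrays in particular. S1 Table gives the paper's Benjamini-Hochberg FDR as 0.123 to 0.162 over its entries, so none of them is below 0.05 by that measure. The test used here, like limma, compares the pools against the error between arrays and not the conditions. Limma called 8145 probes at a Benjamini-Hochberg adjusted threshold of 0.05 without a fold threshold, 3915 higher and 4230 lower. After Benjamini-Hochberg adjustment at the same threshold, the methods' t-test retained 59 probes that were higher and 92 that were lower by at least 1.5-fold. At an adjusted threshold of 0.25 it retained 4443 and 4791, more than without adjustment. In its Welch form, with unequal variances, the unadjusted test gave 1864 and 2085. All 1342 probes of S1 Table were found in the deposited data, and all 1342 changed in the direction that S1 Table gives, with a median absolute difference in log2 fold of 0.03. This list was selected on the same arrays. Among the 446 probes that S1 Table lists as at least 1.5-fold higher, 444 passed both the fold and the methods' t-test, and among the 577 listed as lower, 573 did. Without normalization, 328 of the 446 reached 1.5-fold, and under 75th percentile centring 536 of the 577 did. The 10 named probes with the largest increase and no overlap between groups were those of Krtap4-2, Pglyrp3, Acaca, Gdf11, Klra2, Havcr2, Rab27b, Chn2, Smarcc1 and Azgp1, with folds from 8.21 to 23.3. The 10 with the largest decrease were those of Thoc4, Slc2a12, Camk4, Slco1a4, Gpr74, Sprrl7, Scnn1a, Lig3, Sfrp4 and Foxb2, which were 10.8-fold to 18.8-fold lower. A second probe with the identifier of Klra2 rose 2.46-fold. Brighter probes sharing an identifier changed far less, 1.11-fold higher for Acaca and 1.14-fold lower, with overlapping groups, for Thoc4. A dimmer probe sharing an identifier with Acaca had overlapping groups (1.82-fold). All 20 named probes had a signal below the median of all probes in the dimmer pool.

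**Figure D1:**
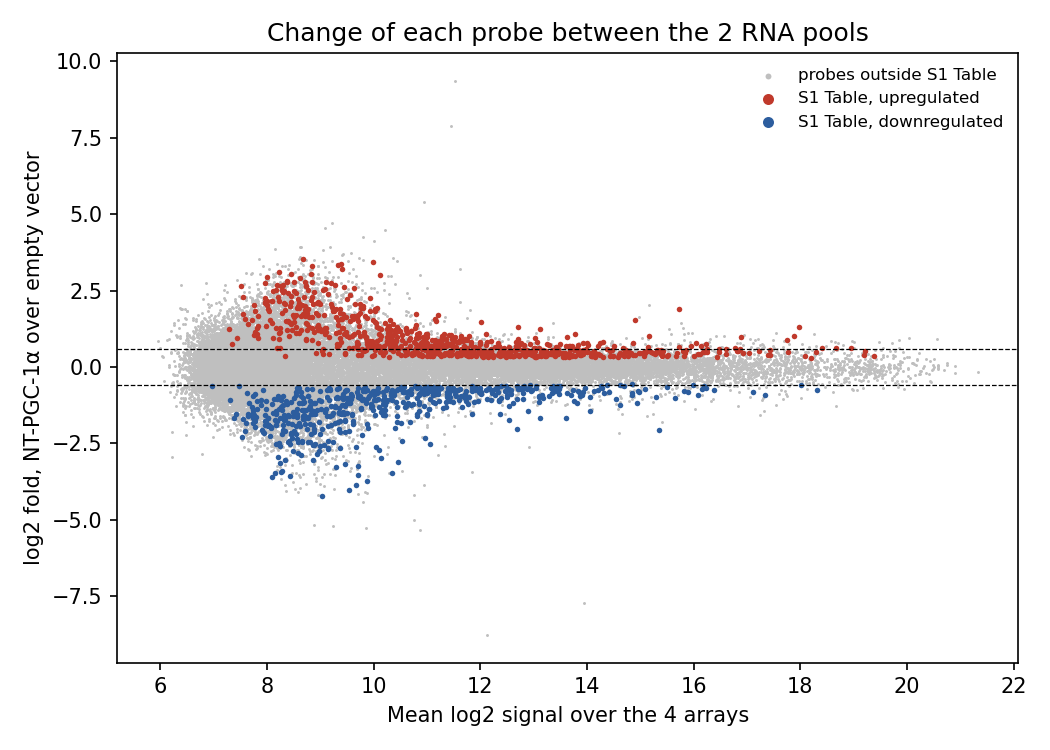
The log2 fold of each probe (NT-PGC-1α over empty vector, vertical axis) is plotted against its mean log2 signal over the 4 arrays (horizontal axis). Red and blue points are the probes that S1 Table lists as upregulated and downregulated, grey points are the other probes, and dashed lines mark 1.5-fold. In both directions, some grey points lie beyond all red and blue points.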

The analysis yielded 1023 genes, of which 446 genes were upregulated and 577 genes were downregulated by NT-PGC-1α compared with empty vector control (S1 Table). 

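The 7 mitochondrial genes Cox4i2, Cox5b, Atp5l, Ndufa8, Ndufb3, Ndufc2 and Uqcrc1 were measured by 8 probes named in S1 Table. For 7 of the 8 probes, both NT-PGC-1α arrays lay above both empty vector arrays, and none of the 8 reached a 1.5-fold increase. Cox5b rose the least, from signals of 267853 and 278481 on the empty vector arrays to 337286 and 330937 on the NT-PGC-1α arrays, 1.22-fold. Atp5l rose 1.30-fold, Ndufb3 1.29-fold, Cox4i2 1.35-fold, Ndufc2 1.38-fold and Ndufa8 1.41-fold. Ndufa8 had the widest range across the pairings of arrays, from 1.33 to 1.49. Probes that S1 Table does not list share gene identifiers with these genes. For Atp5l, probe 904530 carries its identifier alone and was 1.11-fold lower, from signals of 679057 and 666916 to 602609 and 606509, while 2 probes with several identifiers rose 1.39-fold and 1.72-fold. A probe sharing the identifier of Cox5b rose 1.55-fold, and 1 sharing an identifier of Ndufc2 had overlapping groups (1.14-fold). Uqcrc1 has 2 probes in S1 Table that moved apart, and another probe, which S1 Table does not list, was 1.21-fold lower. Probe 855753 rose 1.45-fold, from 95637 and 97448 to 139166 and 140299.6. Probe 709180 had lower signals of 2133 and 2313 with empty vector and 1003 and 1022 with NT-PGC-1α, a 2.19-fold decrease. The folds depended on the scaling. Under 75th percentile centring of each array, Ndufa8 (1.63), Ndufc2 (1.59) and the first Uqcrc1 probe (1.67) exceeded 1.5-fold. Without normalization, Cox4i2 (1.13), Ndufb3 (1.16), Cox5b (1.21) and Atp5l (1.25 after rounding) were below 1.25-fold. All 8 probes passed the methods' t-test, which sets the pools against the error between arrays.

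**Figure D2:**
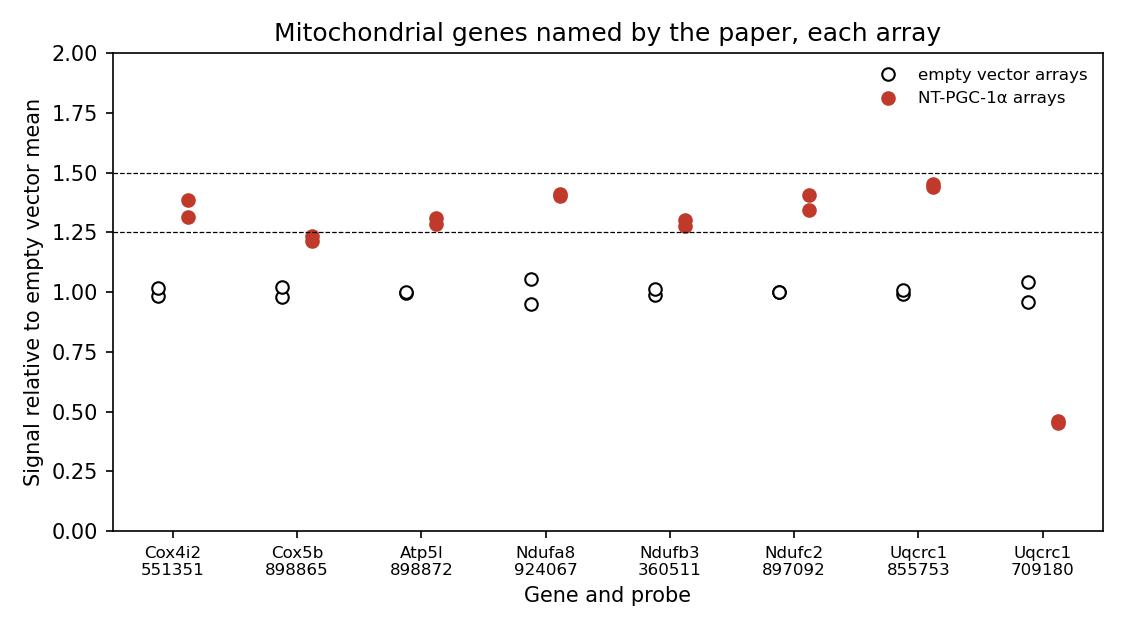
Signal of each array relative to the mean of the empty vector arrays (vertical axis, starting at 0) for the 8 probes of the 7 genes (horizontal axis). Open circles are empty vector arrays, filled circles are NT-PGC-1α arrays, and dashed lines mark 1.25-fold and 1.5-fold. Both NT-PGC-1α arrays lie above both empty vector arrays except for the second Uqcrc1 probe, where they lie below.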

Among 446 genes, many mitochondrial genes (e.g. Cox4i2, Cox5b, Atp5l, Ndufa8, Ndufb3, Ndufc2, Uqcrc1) were filtered out because they were induced less than 1.5-fold in NT-PGC-1α microarray data (S1 Table). Despite the small increase in mitochondrial gene expression, NT-PGC-1α overexpression leads to increased mitochondrial content and respiratory function [14]. Thus, the genes whose expression was increased by NT-PGC-1α with a fold change greater than 1.25 (765 genes) were selected for further analysis (S1 Table).

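At the threshold of 1.25-fold, 8661 probes were higher in the NT-PGC-1α pool without overlap between the groups, and 4477 were higher by the methods' t-test. Of the 765 probes that S1 Table lists as upregulated, 764 were more than 1.25-fold higher here, 760 also passed the methods' t-test, and none of the 765 had overlapping groups. Limma called 622 of them at an adjusted threshold of 0.05. The median fold of the 765 was 1.61. Between the thresholds of 1.25-fold and 1.5-fold, S1 Table adds 319 probes. The number of these 765 probes above 1.25-fold depended on the normalization. It was 760 with cyclic loess, 547 with median centring of each array and 529 with no normalization, and none of the 765 was lower in the NT-PGC-1α pool without normalization. The paper reasons that a small increase in mitochondrial gene expression accompanies increased mitochondrial content and respiration, and on this basis carried the genes above 1.25-fold into the pathway analysis.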

**Fig 1:**
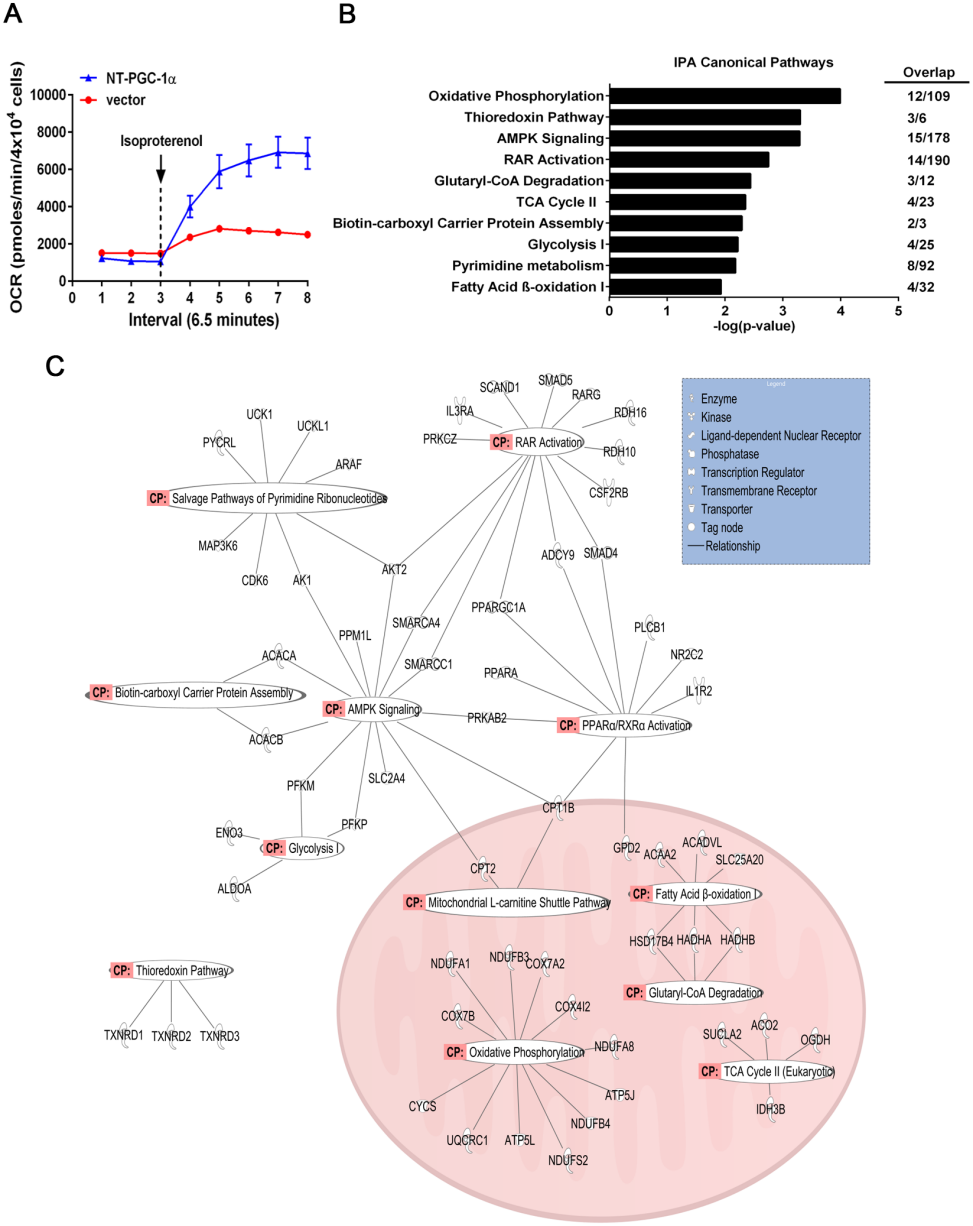
Pathway analysis of NT-PGC-1α-responsive genes in brown adipocytes. (A) Oxygen consumption rates of brown adipocytes expressing NT-PGC-1α or empty vector. Basal and isoproterenol-stimulated mitochondrial respiration (n = 5) was measured as described in Materials and Methods. (B) Ingenuity pathway analysis on the genes whose expression was elevated by NT-PGC-1α compared to controls in brown adipocytes. The statistically significant canonical pathways identified are listed according to their –log (*p*-value). The number of overlapping genes detected in each pathway was shown. (C) Functional interaction analysis of 65 genes that are enriched in the metabolic and signal transduction pathways identified by the IPA analysis. Genes or gene products are displayed as nodes that represent the functional class of the gene product, and a biological relationship between two genes is represented as a line.

Canonical pathway analysis using the Ingenuity Pathways Analysis (IPA) software identified several pathways that appear regulated by NT-PGC-1α, including mitochondrial oxidative phosphorylation, thioredoxin pathway, AMPK signaling, RAR activation, glutaryl-CoA degradation, TCA cycle, fatty acid synthesis, glycolysis, pyrimidine metabolism and fatty acid β-oxidation (Fig 1B and 1C). 

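S2 Table gives the members of these pathways for genes above 1.5-fold. Of its genes of oxidative phosphorylation, Ndufb4, Cycs, Cox7b, Cox7a2, Atp5j and Ndufa1 were each at least 1.5-fold higher here, with no overlap between arrays of the groups. Ndufb4 rose from signals of 161861 and 177557 on the empty vector arrays to 342745 and 338911 on the NT-PGC-1α arrays, 2.01-fold. Ndufa1 rose 1.55-fold, with a range of 1.49 to 1.61 across the pairings of arrays. Without normalization, Cox7a2 (1.40), Atp5j (1.41) and Ndufa1 (1.48) were below 1.5-fold, and they were also below it under median centring. Probes outside S1 Table that share an identifier rose less, 1.25-fold for Cox7b and 1.28-fold and 1.14-fold for Cycs, or fell, 1.12-fold for Atp5j. In the thioredoxin pathway, Txnrd2 rose from 2051 and 2106 to 4061 and 3837, 1.90-fold. Fig 1B shows numbers of genes for the set above 1.25-fold, whose members were not used here.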

Many pathways identified in Fig 1 were also preserved when analyzed with a set of genes with FC > 1.5 and *p* < 0.05 (S2 Table).

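The 82 pathways of S2 Table name 68 different molecules. Of these, 64 could be matched by symbol to upregulated probes of S1 Table, through 65 probes. In the signals analysed here, 62 of the 65 probes passed both the 1.5-fold threshold and the methods' t-test, and their median fold was 1.95. Without normalization, 42 of the 65 reached 1.5-fold. The molecules were selected by the study on the same arrays, so these numbers describe the list and are not independent evidence for it.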

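Genes of fatty acid transport and β-oxidation rose by different amounts in the NT-PGC-1α pool. Acaa2 rose from signals of 16469 and 19437 on the empty vector arrays to 51760.0 and 52483 on the NT-PGC-1α arrays, 2.91-fold. Hadha and Hadhb, which S2 Table also assigns to glutaryl-CoA degradation, rose 1.74-fold and 1.84-fold. A second probe sharing an identifier with Hadhb rose 2.07-fold. Acadvl rose 1.54-fold, or 1.48-fold without normalization, and Cpt2 rose 1.41-fold. Cpt1b rose 3.08-fold from low signals of 376.3 and 337.4 to 1036 and 1162. In the TCA cycle, Idh3b rose 3.24-fold from low signals of 180.1 and 236.1, with a range of 2.65 to 3.96 across the pairings of arrays. Ogdh rose 1.49-fold, with a range of 1.30 to 1.71. Of these TCA cycle genes, Idh3b passed the methods' t-test and Ogdh did not. For electron transport, S1 Table names a probe for Cox4i2 and 2 probes for Uqcrc1, of which 1 rose and 1 fell.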

The main effect of NT-PGC-1α overexpression on brown adipocyte transcriptome was upregulation of genes involved in mitochondrial metabolism, such as acetyl-CoA production via fatty acid β-oxidation and glutaryl-CoA degradation, TCA cycle, and respiratory electron transport system. Among 1097 mouse MitoCarta genes collected with a high confidence [25], NT-PGC-1α upregulated 195 mitochondrial genes that consist of core mitochondrial components including TCA cycle, electron transport chain subunits, mitochondrial protein import machinery, mitochondrial carriers and mitochondrial ribosomal proteins (S3 Table). 

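Of the 195 symbols in S3 Table, 93 appear in S1 Table and could be matched to 95 probes. The remaining 102 are not in S1 Table, 21 of them with a Rik symbol, and none of the 102 matched an S1 Table symbol through RefSeq synonyms. Over the 93 matched genes, the median log2 fold was 0.54, a 1.46-fold increase, and it lay between 0.52 and 0.57 in the 4 pairings of single arrays. The quartiles of the list were 1.35-fold and 1.72-fold. Of the 93 genes, 91 were above 1.25-fold and 37 reached 1.5-fold. Uqcrc1 was the only gene below 1, at 0.81 as the mean of its 2 opposing probes. At the S1 Table probes, Acaca was the highest at 10.8-fold, followed by Ucp3 at 5.74-fold, both from low signals with empty vector. A brighter probe sharing an identifier with Acaca, not used for this list, rose 1.11-fold. Ucp3 had signals of 173.0 and 190.1 with empty vector and 1018 and 1064 with NT-PGC-1α. The median exceeded that of all 10000 random lists of the same size matched on mean signal, whose highest median log2 fold was 0.18. Because S3 Table was chosen for increases on these arrays, this position describes the list and tests nothing. Median centring of each array lowered the median log2 fold to 0.43, and 75th percentile centring raised it to 0.68.

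**Figure D3:**
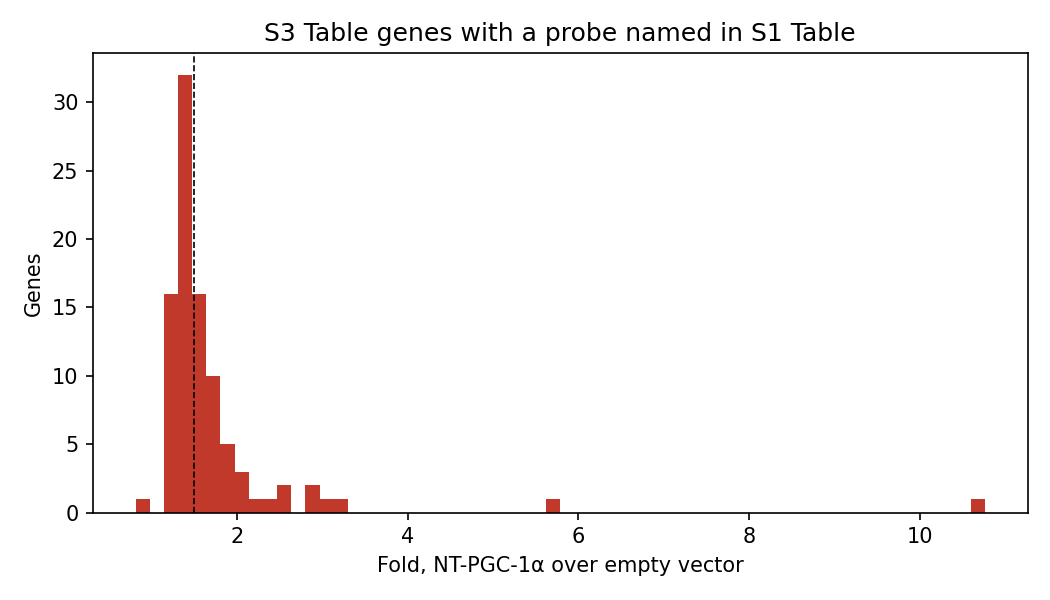
Number of genes (vertical axis) by fold change, NT-PGC-1α over empty vector (horizontal axis, linear), for the 93 S3 Table genes with a probe in S1 Table. The dashed line marks 1.5-fold. Folds are those of the S1 Table probes alone. Most genes lie near 1.46-fold, with Ucp3 at 5.74 and Acaca at 10.8.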

We previously reported that NT-PGC-1α highly elevates the expression of mitochondrial UCP1 by being recruited to the UCP1 enhancer region (-2442 to -2770) in cAMP-treated brown adipocytes [14]. However, UCP1 gene expression was not significantly elevated in NT-PGC-1α-microarray probably due to the culture condition lacking cAMP signaling.

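In S2 Table, AMPK signaling lists Acaca, Smarcc1, Cpt1b, Prkab2, Pfkp, Pfkm and Ppm1l. All 7 were at least 1.5-fold higher in the NT-PGC-1α pool at the probe that S1 Table lists, with a median fold of 2.26. Ppm1l rose 1.53-fold at that probe, while the second probe of its gene identifier was 4.05-fold lower and the mean over both fell by 0.70 on the log2 scale. Without normalization, 5 of the 7 reached 1.5-fold, as did 6 of the 8 matched for RAR activation and 8 of the 10 for PPARα/RXRα activation. Prkab2, which encodes a regulatory subunit of AMPK, rose from signals of 1070.3 and 1148 on the empty vector arrays to 2514 and 2493 on the NT-PGC-1α arrays, 2.26-fold. RAR activation lists 10 molecules, of which 8 could be matched by symbol, and these had a median fold of 2.82. Rarg rose 1.60-fold, with a range of 1.47 to 1.74 across the pairings of arrays. PPARα/RXRα activation lists 10 molecules that were all matched. Their median fold was 2.40, and 9 of the 10 reached 1.5-fold. Ppara itself rose from 5616 and 5908 to 13902 and 13488, 2.38-fold. Gpd2 was the lowest at 1.50-fold, just under the threshold before rounding. Ppargc1a, the overexpressed gene, is counted in both the RAR and the PPARα/RXRα lists. Smarcc1 rose 8.23-fold and Prkcz 6.35-fold, both from signals under 200 on the empty vector arrays.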

Identification of genes involved in AMPK, RAR and PPARα/RXRα signaling pathways is interesting given that AMPK activity is increased during cold acclimation in brown and white adipose tissue [26] and that RAR and PPARα/RXRα play an important role in the regulation of UCP1 expression and lipid metabolism in brown adipocytes [27–30]. 

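Among glycolytic genes, Eno3 rose from signals of 2865 and 3157 on the empty vector arrays to 6384 and 6426 on the NT-PGC-1α arrays, 2.13-fold. Pfkp rose 1.95-fold and Pfkm 1.58-fold, with ranges across the pairings of arrays of 1.85 to 2.05 and 1.54 to 1.61. Without normalization Pfkm rose 1.33-fold. Aldoa rose 1.27-fold, from 1.20 to 1.35 across the pairings, but a much brighter probe with its identifier had overlapping groups (1.05-fold). All 4 genes passed the methods' t-test. In fatty acid synthesis, Acaca rose from 263.5 and 362.2 to 3489.8 and 3169, 10.8-fold, and ranged from 8.75 to 13.2 across the pairings. Of 2 other probes sharing an identifier with it, the brighter rose 1.11-fold, from 49297 and 50603 to 54126 and 57127, and the dimmer had overlapping groups (1.82-fold). Acacb had signals of 32553 and 33462 with empty vector, above the S1 Table probe of Acaca but below its brighter probe, and rose 1.38-fold. Without normalization, Aldoa and Acacb were below 1.25-fold. Their log2 folds went from 0.35 to 0.16 and from 0.46 to 0.31. Eno3 and Pfkp stayed above 1.5-fold without normalization, with log2 folds of 0.86 and 0.71.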

Upregulation of genes involved in glycolytic and lipogenic pathways is in agreement with previous findings that glucose uptake/metabolism, fatty acid mobilization and synthesis are increased as part of the adaptive thermogenic processes in brown adipose tissue during cold acclimation [3, 31–34].

### NT-PGC-1α Regulates a Set of Genes Involved in Mitochondrial Oxidative Metabolism, Glycolysis and Fatty Acid Synthesis in Brown and White Adipocytes

Given that mitochondrial oxidative metabolism, glycolysis and fatty acid synthesis are increased during adaptive thermogenesis in BAT, we chose for validation a set of genes identified in these metabolic pathways including oxidative phosphorylation, fatty acid β-oxidation, glutaryl-CoA degradation, TCA cycle, glycolysis and fatty acid synthesis (Fig 1). To validate the candidate genes, real-time PCR analysis was carried out in PGC-1α^-/-^ brown adipocytes expressing NT-PGC-1α or empty vector. Overexpression of NT-PGC-1α induced the expression of known target genes, CIDEA and UCP1, in PGC-1α^-/-^ brown adipocytes (Fig 2C, black bars). Genes involved in fatty acid transport and oxidation (Cptlβ, Cpt2, Vlcad, Acaa2, Hadha, Hadhb, PPARα), TCA cycle (Aco2, Idh3b, Ogdh), electron transport chains (Cox7a1, Cox8b, Cox4i2, Uqcrc1), fatty acid synthesis (Acaca, Acacb) and glycolysis (Pfkm, Pfkp, Eno3) were significantly upregulated by NT-PGC-1α (Fig 2D, black bars).

**Fig 2:**
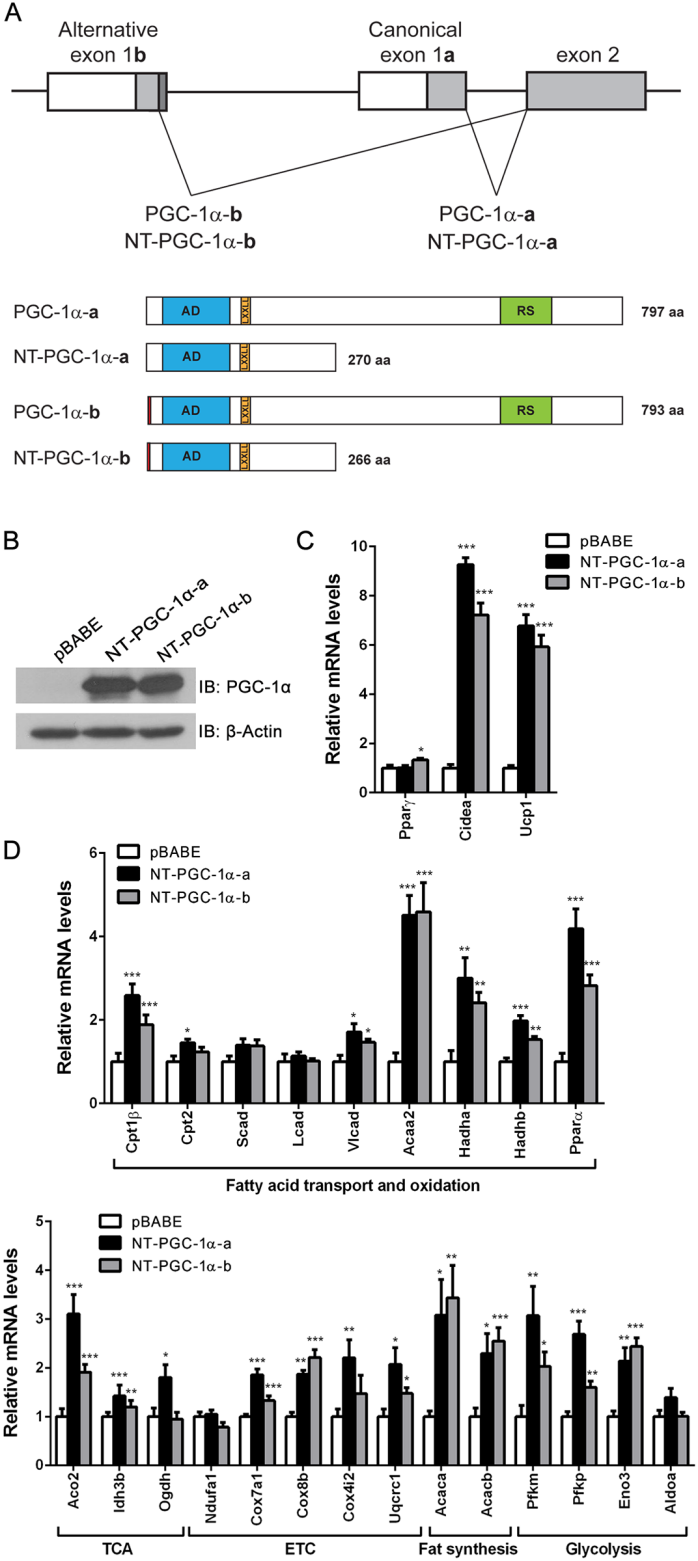
The effect of NT-PGC-1α on candidate gene expression in brown adipocytes. (A) Schematic diagram of splicing events of the PGC-1α gene. Splicing between canonical exon 1a and exon 2 produces PGC-1α-a and NT-PGC-1α-a, whereas alternative splicing between distal exon 1b and exon 2 produces PGC-1α-b and NT-PGC-1α-b. AD, transcription activation domain; LxxLL, nuclear receptor interaction motif; RS, arginine/serine-rich domain. (B) Expression of NT-PGC-1α-a and NT-PGC-1α-b proteins in PGC-1α-null brown adipocytes. (C) Quantitative real-time PCR analysis of gene expression in PGC-1α-null brown adipocytes expressing pBABE empty vector, NT-PGC-1α-a or NT-PGC-1α-b (n = 8). Empty vector vs NT-PGC-1α-a or NT-PGC-1α-b: *P < 0.05, **P < 0.01, ***P < 0.001.

Previously, our group and others reported that PGC-1α-b and NT-PGC-1α-b (also reported as PGC-1α4 [35]) are expressed from the alternative exon 1b that is located 13.7kb upstream of the canonical exon 1a of the PGC-1α gene [15, 36]. PGC-1α-b and NT-PGC-1α-b are 4 amino acids shorter than canonical PGC-1α-a and NT-PGC-1α-a, respectively, with 12 amino acid differences at the N-terminus (Fig 2A). While PGC-1α-a and NT-PGC-1α-a are dominant isoforms at basal conditions, PGC-1α-b and NT-PGC-1α-b are highly induced by cold in BAT [15]. NT-PGC-1α-b is a functional transcriptional coactivator containing the transcription activation and nuclear receptor interaction domains of NT-PGC-1α-a [15]. Accordingly, we overexpressed NT-PGC-1α-b in PGC-1α^-/-^ brown adipocytes (Fig 2B) and directly compared the effects of NT-PGC-1α-a and NT-PGC-1α-b on candidate gene expression. Overexpression of NT-PGC-1α-b comparably induced the expression of CIDEA and UCP1 in PGC-1α^-/-^ brown adipocytes (Fig 2C). Likewise, a number of candidate genes induced by NT-PGC-1α-a were also highly induced by NT-PGC-1α-b in similar fashion (Fig 2D), demonstrating that NT-PGC-1α-a and NT-PGC-1α-b are functionally comparable in regulating gene expression in brown adipocytes.

Next, we examined whether a set of NT-PGC-1α-responsive genes validated in brown adipocytes are also regulated by NT-PGC-1α in 3T3-L1 white adipocytes. NT-PGC-1α strongly induced the expression of brown adipocyte-specific genes, CIDEA and UCP1 (Fig 3). Moreover, expression of mitochondrial fatty acid oxidation (Cpt2, Scad, Mcad, Lcad, Vlcad, Hadhb), TCA cycle (Aco2, Ogdh, Idh3b), ETC (Cox7a1, Cox7a2, Cox8b, Atp5j, Uqcrc1, Cycs), lipogenic (Acaca, Acacb) and glycolic (Pfkm, Aldoa) genes were significantly elevated by NT-PGC-1α in 3T3-L1 white adipocytes (Fig 3).

**Fig 3:**
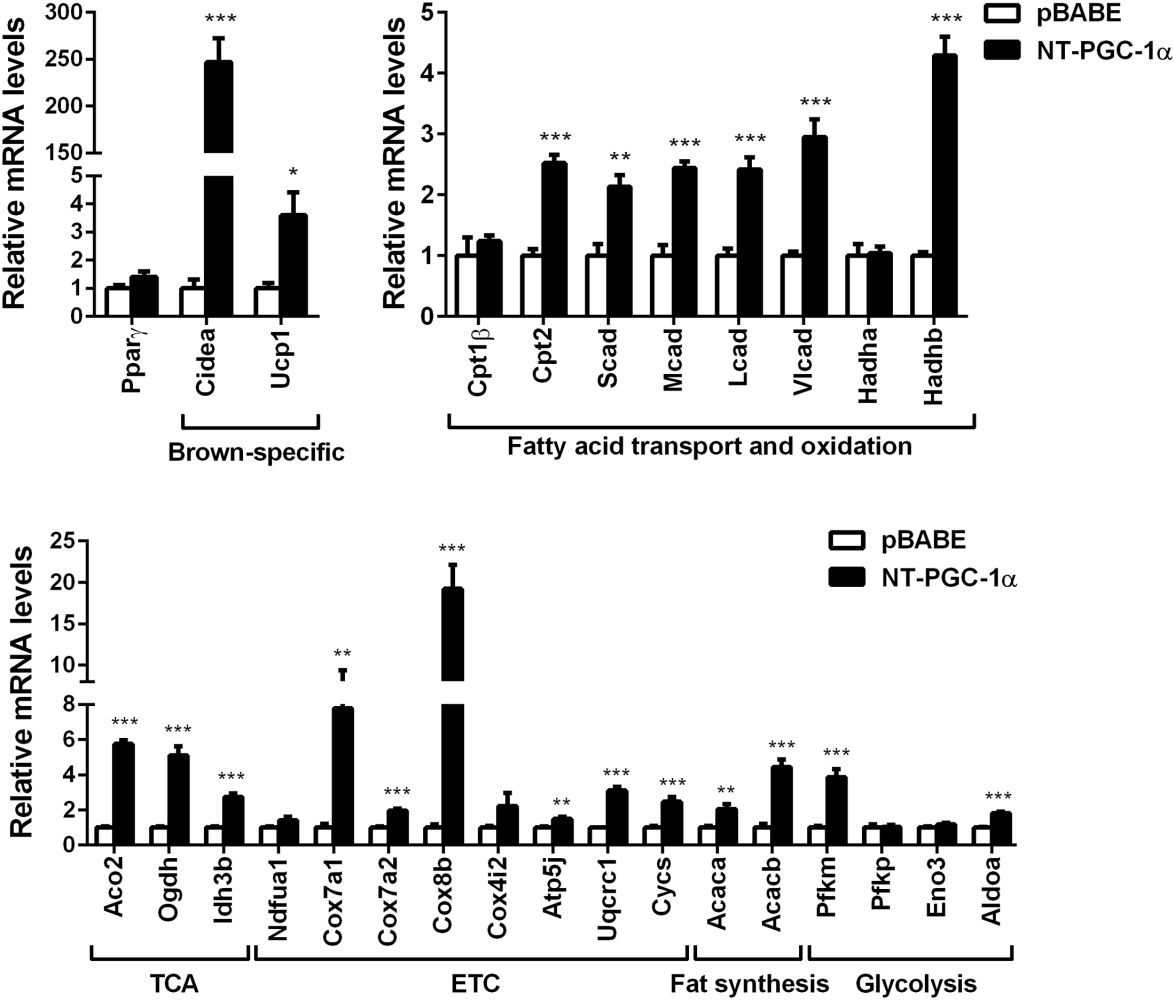
The effect of NT-PGC-1α on candidate gene expression in 3T3-L1 adipocytes. Quantitative real-time PCR analysis of gene expression in 7-day-differentiated 3T3-L1 adipocytes expressing pBABE empty vector or NT-PGC-1α-a (n = 6). Empty vector vs NT-PGC-1α: *P < 0.05, **P < 0.01, ***P < 0.001.

### Effects of NT-PGC-1α^254^ Activation by β_3_-Adrenergic Stimulation on Adipose Tissue Transcriptome in FL-PGC-1α^-/-^ Mice

The qPCR analyses of NT-PGC-1α-responsive genes in brown and white adipocytes show that NT-PGC-1α regulates a number of metabolic genes involved in thermogenesis, mitochondrial oxidative metabolism, fatty acid synthesis and glycolysis.

In order to further validate the *in vitro* gene expression data *in vivo*, we utilized FL-PGC-1α^-/-^ mice that are deficient in full-length PGC-1α (FL-PGC-1α) but retain the expression of a slightly shorter but functionally equivalent form of NT-PGC-1α (NT-PGC-1α^254^) (Fig 4A). NT-PGC-1α^254^ preserves the transcription activation (AD) and nuclear receptor interaction (LxxLL) domains of NT-PGC-1α, thus having the same ability to promote gene expression in brown adipocytes by activating various nuclear receptors [15, 16]. To induce endogenous NT-PGC-1α^254^ expression in brown and white adipose tissue, FL-PGC-1α^-/-^ mice were treated with a highly selective β_3_-AR agonist, CL316243, for 6 days. Stimulation of β_3_-AR in brown and white adipose tissue activates cAMP signaling pathways, which subsequently activate the PGC-1α gene promoter [9, 13].

**Fig 4:**
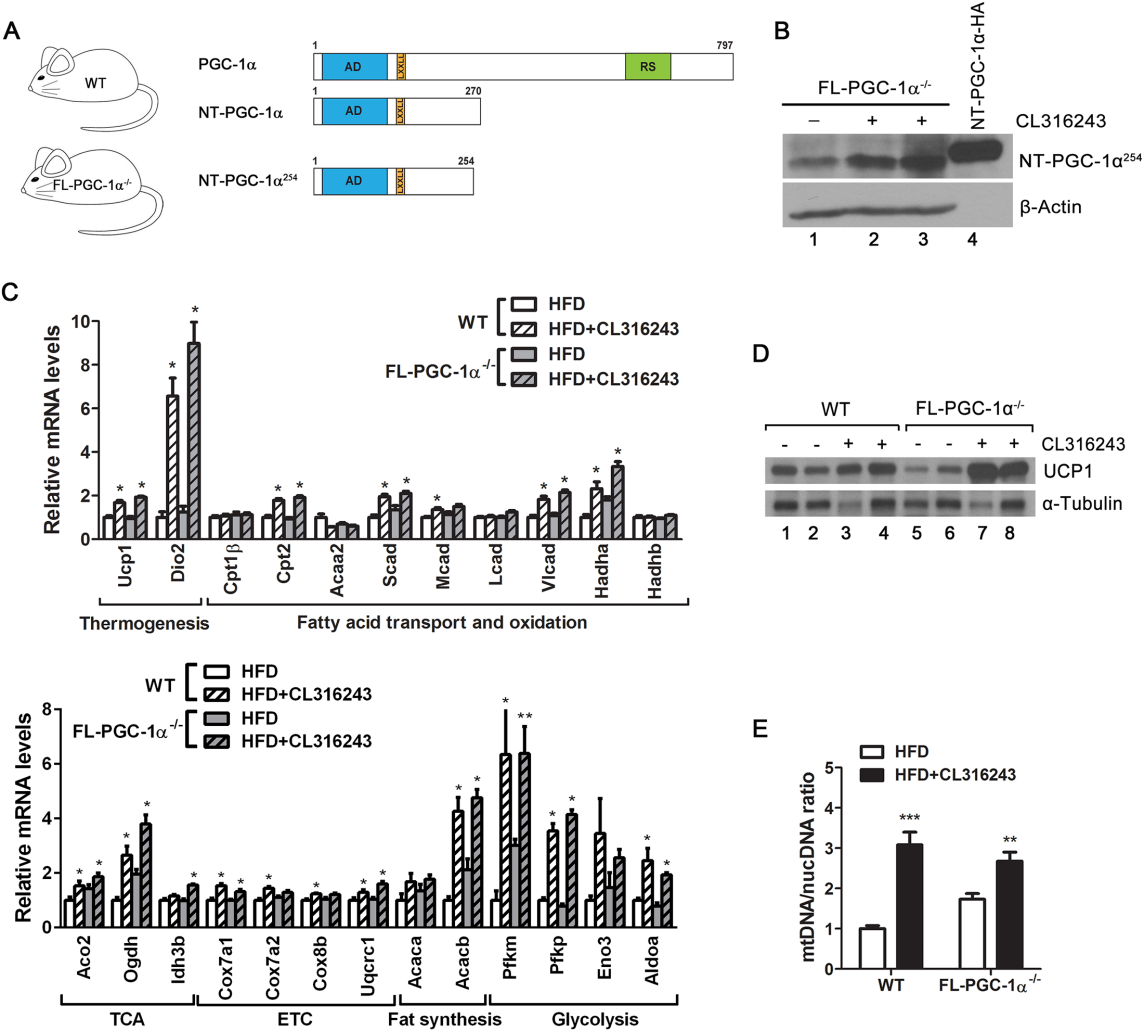
Gene expression changes in FL-PGC-1α^-/-^ brown adipose tissue in response to CL316243. (A) Schematic diagram of WT mice expressing PGC-1α and NT-PGC-1α and of FL-PGC-1α^-/-^ mice only expressing NT-PGC-1α^254^. AD, transcription activation domain; LxxLL, nuclear receptor interaction motif; RS, arginine/serine-rich domain. At the age of 9 to 10 weeks, WT and FL-PGC-1α^-/-^ mice (n = 8 per group) were singly housed and provided a high-fat diet (HFD) *ad libitum* for 2 weeks, followed by the same diet containing 0.001% CL316243 (HFD + CL316243) for 6 days. (B) Increased expression of NT-PGC-1α^254^ by β_3_-AR activation in FL-PGC-1α^-/-^ BAT. NT-PGC-1α-HA in HEK293 cells was used as a positive control. (C) Quantitative real-time PCR analysis of a number of metabolic genes in WT and FL-PGC-1α^-/-^ BAT (n = 7–8 per group). HFD vs HFD+CL316243: *P < 0.05, **P < 0.01. (D) Protein levels of UCP1 in BAT whole cell extracts. Identical amounts of proteins were loaded, and α-tubulin was used as a loading control. (E) Quantitative analysis of mitochondrial biogenesis. The ratio of mitochondrial DNA (mtDNA) relative to nuclear genome (nucDNA) was analyzed in BAT (n = 7–8 per group). **P < 0.01, ***P < 0.001.

Expression of NT-PGC-1α^254^ was elevated by β_3_-AR activation in FL-PGC-1α^-/-^ BAT (Fig 4B, lanes 2–3). The increase in NT-PGC-1α^254^ protein levels was correlated with increased expression of its target gene Ucp1 in CL316243-stimulated FL-PGC-1α^-/-^ BAT (Fig 4C). We previously demonstrated that cold-induced NT-PGC-1α^254^ is recruited to the UCP1 enhancer region (-2442 to -2770), contributing to increased expression of UCP1 in response to cold [15]. Consistent with elevated mRNA levels, UCP1 protein levels were higher in CL316243-stimulated BAT compared to controls in both genotypes (Fig 4D, lanes 3–4 and 7–8). Moreover, CL316243-induced increase in NT-PGC-1α^254^ protein was closely associated with CL316243-induced increase in expression of mitochondrial fatty acid oxidation (Cpt2, Scad, Vlcad, Hadha), TCA cycle (Aco2, Ogdh, Idh3b) and electron transport chain genes (Cox7a1, Uqcrc1) in FL-PGC-1α^-/-^ BAT (Fig 4C). The ratio of mitochondrial DNA relative to nuclear genome was increased by β_3_-AR activation in WT and FL-PGC-1α^-/-^ BAT, indicating increased mitochondrial biogenesis in both genotypes (Fig 4E). In addition, expression of lipogenic (Acacb) and glycolic genes (Pfkm, Pfkp, Aldoa) was elevated in CL316243-stimulated WT and FL-PGC-1α^-/-^ BAT compared to controls (Fig 4C). These data suggest that NT-PGC-1α^254^ regulates a set of genes involved in thermogenesis, mitochondrial oxidative metabolism, fatty acid synthesis and glycolysis in the absence of FL-PGC-1α in BAT.

Prolonged stimulation of β_3_-AR in inguinal white adipose tissue (IWAT) induces emergence of brown-like (beige) adipocytes, which increase the thermogenic capacity of white adipose tissue by enhanced mitochondrial oxidative metabolism and UCP1-mediated thermogenesis [10–12]. Stimulation of β_3_-AR markedly induced NT-PGC-1α^254^ expression in IWAT (Fig 5A, lanes 2–3). The increase of NT-PGC-1α^254^ protein by CL316243 was associated with increased expression of known target genes, Ucp1 and Cidea, in CL316243-stimulated FL-PGC-1α^-/-^ IWAT compared to controls (Fig 5B). The increase in Ucp1 gene expression was in agreement with a large increase in UCP1 protein levels in CL316243-stimulated FL-PGC-1α^-/-^ IWAT (Fig 5C). Other brown adipocyte-specific genes such as Elovl3 and Dio2 were strongly induced by β_3_-AR activation in WT and FL-PGC-1α^-/-^ IWAT, indicating comparable levels of browning in both IWAT (Fig 5B). The increase in NT-PGC-1α^254^ protein by CL316243 was closely associated with increased expression of a set of mitochondrial genes involved in fatty acid oxidation, TCA cycle and electron transport system in CL316243-stimulated FL-PGC-1α^-/-^ IWAT compared to controls (Fig 5D and 5E). The mitochondrial content was also elevated in CL316243-treated groups as evidenced by the increased ratio of mitochondrial DNA normalized to nuclear genome (Fig 5F).

**Fig 5:**
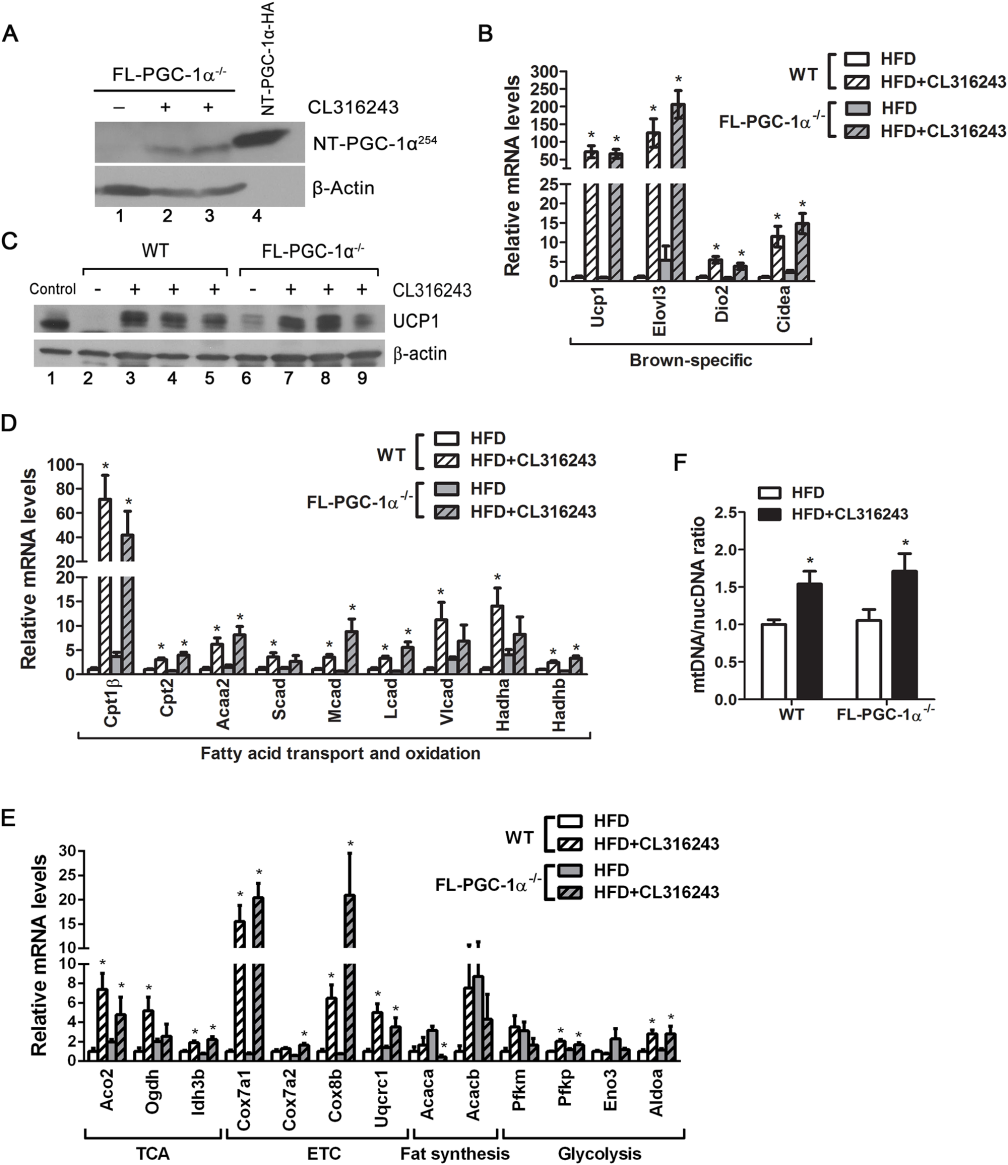
Gene expression changes in FL-PGC-1α^-/-^ inguinal white adipose tissue in response to CL316243. (A) Increased expression of NT-PGC-1α^254^ by β_3_-AR activation in FL-PGC-1α^-/-^ IWAT. NT-PGC-1α-HA in HEK293 cells was used as a positive control. FL-PGC-1α^-/-^ mice were fed a HFD for 2 weeks, followed by the treatment with or without CL316243 for 6 days on HFD. (B, D, E) Quantitative real-time PCR analysis of a number of metabolic genes in WT and FL-PGC-1α^-/-^ IWAT (n = 8 per group). HFD vs HFD+CL316243: *P < 0.05. (C) Western blot analysis of UCP1 expression in IWAT whole cell extracts (100 μg). BAT extracts (10 μg) were added to WT IWAT extract (- CL316243) as a positive control for UCP1. (F) The ratio of mitochondrial DNA (mtDNA) relative to nuclear genome (nucDNA) was analyzed in IWAT (n = 8 per group). *P < 0.05.

### Gene Expression Changes in FL-PGC-1α^-/-^ Adipose Tissue in Response to CL316243 Are Accompanied by Increased Adipose Tissue Thermogenesis

Activation of β_3_-AR in FL-PGC-1α^-/-^ brown and white adipose tissue induced adaptive changes in gene expression. We next investigated the effect of β_3_-AR activation on adipose tissue thermogenesis in FL-PGC-1α^-/-^ mice. FL-PGC-1α^-/-^ mice were fed with a high-fat diet (HFD) for 2 weeks prior to treatment with CL316243 and assessed for body weight and body composition before and after CL316243 treatment for 6 days. WT and FL-PGC-1α^-/-^ mice exhibited significant weight gain after 2 weeks on HFD (Fig 6A). The observed increase in body weight was mainly due to an increase in fat mass in WT and FL-PGC-1α^-/-^ mice (Fig 6B). Food intake did not differ in both genotypes (Fig 6D). Activation of adipose tissue by CL316243 for 6 days prevented HDF-induced adipose tissue expansion in WT and FL-PGC-1α^-/-^ mice (Fig 6B).

**Fig 6:**
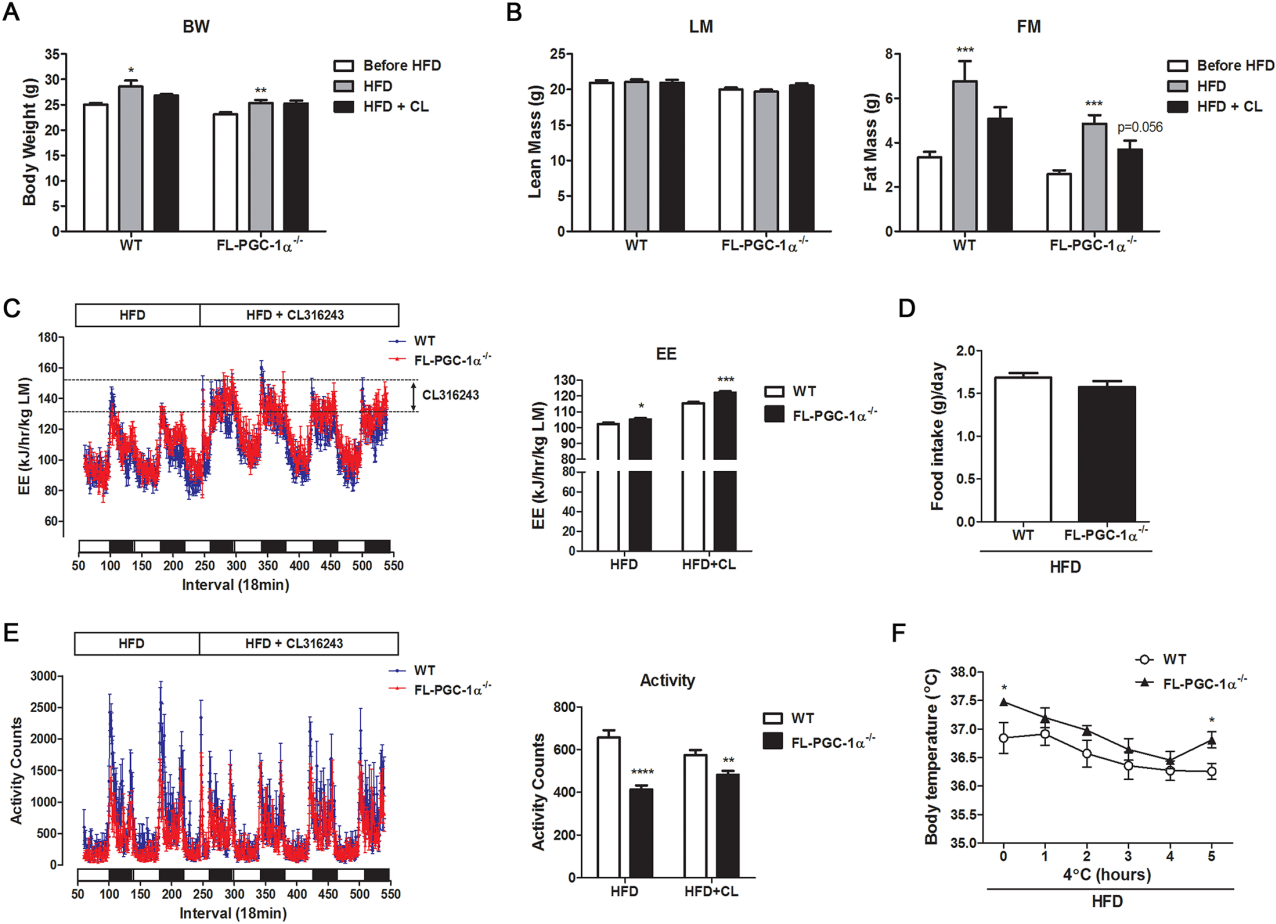
An increase in adipose tissue-driven thermogenesis in FL-PGC-1α^-/-^ mice attenuates adipose tissue expansion under the HFD. (A, B) Body weight and composition of WT and FL-PGC-1α^-/-^ mice. Mice were measured for body weight and composition prior to introduction of HFD, after 2 weeks on HFD and after additional 6 days on CL 316243+HFD. BW: body weight, LM: lean mass, FM: fat mass (C) Energy expenditure (EE) of WT and FL-PGC-1α^-/-^ mice. Mice were measured for VO_2_ and VCO_2_ on HFD for first two days and on HFD + CL316243 for additional four days. EE (kilojoules per hour) was calculated as described in Materials and Methods and expressed per lean mass (LM). (D) Average food intake of WT and FL-PGC-1α^-/-^ mice on HFD. Food intake was expressed as grams per day per mouse. (E) Voluntary activity of WT and FL-PGC-1α^-/-^ mice. Ambulatory activity was monitored at 18 min intervals for 6 days on HFD and HFD + CL316243. (F) Core body temperature of WT and FL-PGC-1α^-/-^ mice (n = 7–9 per group). Mice fed a HFD for 3 weeks were exposed to 4°C and their core body temperature was measured for 5h using a MicroTherma thermometer with the RET-3 mouse rectal probe. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Next, we measured whole body energy expenditure (EE) in each mouse prior to and after administration of CL316243 by monitoring O_2_ consumption and CO_2_ production using indirect calorimetry. Given that β_3_-AR expression is limited to adipose tissue [37, 38], the increase in whole body EE after administration of CL316243 accounts for the energy expenditure mediated by adipose tissue thermogenesis. CL316243 immediately increased EE in HFD-fed WT and FL-PGC-1α^-/-^ mice and produced continuous increases in the EE during a 4-day measurement. WT and FL-PGC-1α^-/-^ mice had little or no alteration in locomotor activity by CL316243 (Fig 6E).We also evaluated the thermogenic capacity of HFD-fed FL-PGC-1α^-/-^ mice under cold stress. WT and FL-PGC-1α^-/-^ mice were able to maintain body temperature over the 5 h-period of cold exposure at 4°C (Fig 6F). Collectively, these results indicate that gene expression changes in FL-PGC-1α^-/-^ brown and white adipose tissue by β_3_-AR activation are accompanied by increased adipose tissue thermogenesis and attenuation of HFD-induced adipose tissue expansion.

## Discussion

Transcriptional coactivator NT-PGC-1α is produced by alternative splicing of the PGC-1α gene. NT-PGC-1α lacks the 271–797 amino acids of full-length PGC-1α (FL-PGC-1α) but retains the transcriptional activation and nuclear receptor interaction domains of FL-PGC-1α [14]. NT-PGC-1α regulates many PGC-1α target genes including UCP1 and mitochondrial genes, leading to increased mitochondrial content and respiration in brown adipocytes [14, 16–18]. Genome-wide gene expression profiling of NT-PGC-1α-responsive genes in brown adipocytes revealed that the main effect of NT-PGC-1α overexpression on the brown adipocyte transcriptome was the enrichment in the expression of genes involved in mitochondrial metabolism, such as fatty acid β-oxidation, TCA cycle and respiratory electron transport system. Maximal thermogenesis by UCP1 has a strong dependence on fatty acid availability and β-oxidation and subsequent fluxes through the TCA cycle and electron transport system to generate an electrochemical proton gradient across the inner mitochondrial membrane. In agreement with the microarray data, NT-PGC-1α-expressing brown adipocytes showed increased mitochondrial respiration compared to control cells. NT-PGC-1α overexpression in 3T3-L1 white adipocytes also strongly induced the expression of UCP1 and a number of mitochondrial genes involved in fatty acid β-oxidation, TCA cycle and respiratory electron transport system, indicating that NT-PGC-1α regulates white adipocyte transcriptome.

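For pyrimidine metabolism, S2 Table names Entpd6, Map3k6 and Pycrl. Entpd6 rose from signals of 234.5 and 231.8 on the empty vector arrays to 569.5 and 509.4 on the NT-PGC-1α arrays, 2.31-fold. Map3k6 rose 1.76-fold, from 3113 and 3048 to 5466 and 5372, and Pycrl rose 1.78-fold, from 2087 and 2212 to 3990.1 and 3648. A brighter probe with the identifier of Pycrl rose 1.22-fold, and without normalization the Pycrl probe of S1 Table rose 1.48-fold.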

IPA analysis of genes whose expression is increased by NT-PGC-1α further identified additional metabolic pathways including glycolysis, fatty acid synthesis, and pyrimidine metabolism. Identification of genes involved in glycolysis and lipogenesis is in agreement with previous findings that glucose uptake/metabolism, fatty acid mobilization and synthesis are increased as part of the adaptive thermogenic processes in brown adipose tissue during cold acclimation [3, 31–34]. Glycerol-3-phosphate produced from glucose serves as the backbone of triacylglycerol for fatty acid re-esterification [31]. NT-PGC-1α-dependent regulation of genes involved in these metabolic pathways suggests that NT-PGC-1α may influence lipid droplet replenishment as well as oxidation of fatty acids for thermogenesis. Upregulation of genes involved in pyrimidine metabolism may be related to increased transcription and cellular metabolism given that pyrimidine nucleotides are nucleic acid subunits and carriers of activated intermediates. Further study will be required to elucidate whether changes in gene expression by NT-PGC-1α lead to changes in glycolysis and lipogenesis in brown and white adipocytes.

The microarray analysis showed that 577 genes are downregulated at least 1.5-fold by NT-PGC-1α in brown adipocytes. 

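Of the 577 probes listed as downregulated in S1 Table, 574 were at least 1.5-fold lower in the NT-PGC-1α pool here, and both NT-PGC-1α arrays lay below both empty vector arrays for all 577. The median decrease was 2.14-fold, 335 were at least 2-fold lower, and the largest was 18.8-fold for Thoc4, from signals of 2268 and 2257 to 126.8 and 114.8. A brighter probe with the identifier of Thoc4 had overlapping groups (1.14-fold lower). Limma called 576 of them at an adjusted threshold of 0.05 between the pools. Under 75th percentile centring of each array, which shifts the median log2 fold of all probes to 0.22, the probes called at least 1.5-fold lower by the methods' t-test numbered 2375 and those higher 4814, so that the share of higher probes went from 47.4% to 67.0%. Median centring lowered this share to 43.6%.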

Gene products upregulated by NT-PGC-1α may indirectly repress transcription of these genes in brown adipocytes. IPA analysis of 577 genes identified several pathways including acute phase response signaling, VDR/RXR signaling, and IL-12 signaling (S4 Table).

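The 348 pathways of S4 Table name 234 molecules, of which 215 were matched by symbol to 219 downregulated probes. Of these probes, 218 were at least 1.5-fold lower here and also passed the methods' t-test. Under 75th percentile centring, 202 of the 219 were at least 1.5-fold lower. Acute phase response signaling lists 18 molecules, 17 of them matched through 18 probes, and their median decrease was 2.53-fold. Ttr fell the most, from signals of 1454 and 1401 on the empty vector arrays to 210.5 and 232.5 on the NT-PGC-1α arrays, 6.45-fold. Jun fell the least, 1.53-fold (1.46-fold under 75th percentile centring), from 14377 and 14100 to 9604 and 8996. All 9 molecules of VDR/RXR activation were matched, with decreases from 1.59-fold for Igfbp3 to 6.05-fold for Ccl5. IL-12 signaling lists 11 molecules, 10 of them matched, with a median decrease of 2.82-fold. Apod was the lowest of these, 6.71-fold down from signals of 1257 and 1335 to 186.2 and 200.4.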

PGC-1α and NT-PGC-1α are co-expressed in brown adipocytes. Many genes and metabolic pathways identified by NT-PGC-1α microarray analysis are overlapping with those regulated by PGC-1α [39]. PGC-1α and NT-PGC-1α may regulate common and distinct sets of genes in the same metabolic pathway for maximal gene expression in response to cold [17]. The expression patterns of thermogenic, mitochondrial and metabolic genes are varied during the course of cold exposure [31]. For example, a subset of genes is rapidly induced in response to cold with an early trend upward (5h), whereas others are gradually induced during 24-48h of cold exposure. Time course analysis of PGC-1α and NT-PGC-1α expression revealed that while the protein levels of PGC-1α were maximal at 5h exposure to cold and rapidly degraded, NT-PGC-1α protein was gradually increased with highest expression at the 1 day of cold exposure and relatively stable throughout the cold exposure (our unpublished data). Further study will be required to elucidate whether there is difference in the timing of their action in cold-induced gene expression in brown adipose tissue.

Ablation of PGC-1α and NT-PGC-1α in PGC-1α^-/-^ mice attenuates cold/β_3_-AR-induced expression of UCP1 in brown adipose tissue [19] and leads to reduced expression of UCP1 in inguinal white adipose tissue [40, 41]. The present study showed that β_3_-AR-induced increase of NT-PGC-1α^254^ was closely associated with increased expression of UCP1 in FL-PGC-1α^-/-^ brown and white adipose tissue. We previously demonstrated that cold-induced NT-PGC-1α^254^ is recruited to the UCP1 enhancer region in FL-PGC-1α^-/-^ BAT for UCP1 gene expression [15]. Thus, we think that NT-PGC-1α^254^, which has the same ability to coactivate various nuclear receptors [15, 16], promotes the expression of UCP1 and a number of mitochondrial and metabolic genes in brown adipocytes in response to β_3_-AR activation. However, we cannot rule out the possibility that other factors contribute to the observed increase in mitochondrial and metabolic gene expression as well.

Collectively, the present study strengthens our previous findings that NT-PGC-1α plays a crucial role in mitochondrial oxidative metabolism and thermogenesis and further suggests that it regulates a broad spectrum of thermogenic processes in brown and white adipocytes.

## Supporting Information

S1 Table A list of genes differentially regulated by NT-PGC-1α in brown adipocytes. (XLSX) Click here for additional data file.

S2 Table Pathway analysis of genes upregulated by NT-PGC-1α in brown adipocytes. Ingenuity pathway analysis was performed on genes upregulated by NT-PGC-1α (FC > 1.5 and *p* < 0.05).
(XLS) Click here for additional data file.

S3 Table A list of MitoCarta genes identified in NT-PGC-1α microarray. Analysis was performed on genes upregulated by NT-PGC-1α (FC > 1.25 and *p* < 0.05).
(XLSX) Click here for additional data file.

S4 Table Pathway analysis of genes downregulated by NT-PGC-1α in brown adipocytes. Ingenuity pathway analysis was performed on genes downregulated by NT-PGC-1α (FC > 1.5 and *p* < 0.05).
(XLS) Click here for additional data file.

## References

[1] NedergaardJ, GolozoubovaV, MatthiasA, AsadiA, JacobssonA, CannonB. UCP1: the only protein able to mediate adaptive non-shivering thermogenesis and metabolic inefficiency. Biochim Biophys Acta. 2001;1504(1):82–106. Epub 2001/03/10. S0005-2728(00)00247-4 [pii]. .1123948710.1016/s0005-2728(00)00247-4

[2] GolozoubovaV, HohtolaE, MatthiasA, JacobssonA, CannonB, NedergaardJ. Only UCP1 can mediate adaptive nonshivering thermogenesis in the cold. FASEB J. 2001;15(11):2048–2050. Epub 2001/08/21. 10.1096/fj.00-0536fje 00-0536fje [pii]. .11511509

[3] CannonB, NedergaardJ. Brown adipose tissue: function and physiological significance. Physiol Rev. 2004;84(1):277–359. Epub 2004/01/13. 10.1152/physrev.00015.2003 84/1/277 [pii]. .14715917

[4] CypessAM, LehmanS, WilliamsG, TalI, RodmanD, GoldfineAB, et al Identification and importance of brown adipose tissue in adult humans. N Engl J Med. 2009;360(15):1509–1517. Epub 2009/04/10. 10.1056/NEJMoa0810780 360/15/1509 [pii]. 19357406PMC2859951

[5] VirtanenKA, LidellME, OravaJ, HeglindM, WestergrenR, NiemiT, et al Functional brown adipose tissue in healthy adults. N Engl J Med. 2009;360(15):1518–1525. Epub 2009/04/10. 10.1056/NEJMoa0808949 360/15/1518 [pii]. .19357407

[6] van der LansAA, HoeksJ, BransB, VijgenGH, VisserMG, VosselmanMJ, et al Cold acclimation recruits human brown fat and increases nonshivering thermogenesis. J Clin Invest. 2013;123(8):3395–3403. Epub 2013/07/23. 10.1172/JCI68993 68993 [pii]. 23867626PMC3726172

[7] LandsbergL, SavilleME, YoungJB. Sympathoadrenal system and regulation of thermogenesis. Am J Physiol. 1984;247(2 Pt 1):E181–189. Epub 1984/08/01. .638030610.1152/ajpendo.1984.247.2.E181

[8] LanginD, EkholmD, RidderstraleM, LafontanM, BelfrageP. cAMP-dependent protein kinase activation mediated by beta 3-adrenergic receptors parallels lipolysis in rat adipocytes. Biochim Biophys Acta. 1992;1135(3):349–352. Epub 1992/06/29. 0167-4889(92)90242-4 [pii]. .135246610.1016/0167-4889(92)90242-4

[9] WuZ, PuigserverP, AnderssonU, ZhangC, AdelmantG, MoothaV, et al Mechanisms controlling mitochondrial biogenesis and respiration through the thermogenic coactivator PGC-1. Cell. 1999;98(1):115–124. .1041298610.1016/S0092-8674(00)80611-X

[10] CousinB, CintiS, MorroniM, RaimbaultS, RicquierD, PenicaudL, et al Occurrence of brown adipocytes in rat white adipose tissue: molecular and morphological characterization. J Cell Sci. 1992;103 (Pt 4):931–942. Epub 1992/12/01. .136257110.1242/jcs.103.4.931

[11] GuerraC, KozaRA, YamashitaH, WalshK, KozakLP. Emergence of brown adipocytes in white fat in mice is under genetic control. Effects on body weight and adiposity. J Clin Invest. 1998;102(2):412–420. Epub 1998/07/17. 10.1172/JCI3155 9664083PMC508900

[12] GrannemanJG, LiP, ZhuZ, LuY. Metabolic and cellular plasticity in white adipose tissue I: effects of beta3-adrenergic receptor activation. Am J Physiol Endocrinol Metab. 2005;289(4):E608–616. Epub 2005/06/09. 00009.2005 [pii] 10.1152/ajpendo.00009.2005 .15941787

[13] PuigserverP, WuZ, ParkCW, GravesR, WrightM, SpiegelmanBM. A cold-inducible coactivator of nuclear receptors linked to adaptive thermogenesis. Cell. 1998;92(6):829–839. .952925810.1016/s0092-8674(00)81410-5

[14] ZhangY, HuypensP, AdamsonAW, ChangJS, HenaganTM, LenardNR, et al Alternative mRNA splicing produces a novel biologically active short isoform of PGC-1{alpha}. J Biol Chem. 2009;284(47):32813–32826. 10.1074/jbc.M109.03755619773550PMC2781698

[15] ChangJS, FernandV, ZhangY, ShinJ, JunHJ, JoshiY, et al NT-PGC-1alpha protein is sufficient to link beta3-adrenergic receptor activation to transcriptional and physiological components of adaptive thermogenesis. J Biol Chem. 2012;287(12):9100–9111. Epub 2012/01/28. M111.320200 [pii] 10.1074/jbc.M111.320200 22282499PMC3308807

[16] JunHJ, JoshiY, PatilY, NolandRC, ChangJS. NT-PGC-1alpha activation attenuates high-fat diet-induced obesity by enhancing brown fat thermogenesis and adipose tissue oxidative metabolism. Diabetes. 2014;63(11):3615–3625. Epub 2014/05/23. 10.2337/db13-1837 db13-1837 [pii]. 24848065PMC4207386

[17] ChangJS, HuypensP, ZhangY, BlackC, KralliA, GettysTW. Regulation of NT-PGC-1alpha subcellular localization and function by protein kinase A-dependent modulation of nuclear export by CRM1. J Biol Chem. 2010;285(23):18039–18050. Epub 2010/03/31. M109.083121 [pii] 10.1074/jbc.M109.083121 20351112PMC2878565

[18] JunHJ, GettysTW, ChangJS. Transcriptional Activity of PGC-1alpha and NT-PGC-1alpha Is Differentially Regulated by Twist-1 in Brown Fat Metabolism. PPAR Res. 2012;2012:320454 Epub 2012/10/25. 10.1155/2012/320454 23093952PMC3474972

[19] LinJ, WuPH, TarrPT, LindenbergKS, St-PierreJ, ZhangCY, et al Defects in adaptive energy metabolism with CNS-linked hyperactivity in PGC-1alpha null mice. Cell. 2004;119(1):121–135. .1545408610.1016/j.cell.2004.09.013

[20] FrancisGA, FayardE, PicardF, AuwerxJ. Nuclear receptors and the control of metabolism. Annu Rev Physiol. 2003;65:261–311. Epub 2003/01/09. 10.1146/annurev.physiol.65.092101.142528 092101.142528 [pii]. .12518001

[21] LeoneTC, LehmanJJ, FinckBN, SchaefferPJ, WendeAR, BoudinaS, et al PGC-1alpha deficiency causes multi-system energy metabolic derangements: muscle dysfunction, abnormal weight control and hepatic steatosis. PLoS Biol. 2005;3(4):e101 Epub 2005/03/12. 04-PLBI-RA-0782R2 [pii] 10.1371/journal.pbio.0030101 15760270PMC1064854

[22] SurwitRS, FeinglosMN, RodinJ, SutherlandA, PetroAE, OparaEC, et al Differential effects of fat and sucrose on the development of obesity and diabetes in C57BL/6J and A/J mice. Metabolism. 1995;44(5):645–651. Epub 1995/05/01. 0026-0495(95)90123-X [pii]. .775291410.1016/0026-0495(95)90123-x

[23] FloydZE, StephensJM. Interferon-gamma-mediated activation and ubiquitin-proteasome-dependent degradation of PPARgamma in adipocytes. J Biol Chem. 2002;277(6):4062–4068. Epub 2001/12/26. 10.1074/jbc.M108473200 M108473200 [pii]. .11733495

[24] ComminsSP, WatsonPM, PadgettMA, DudleyA, ArgyropoulosG, GettysTW. Induction of uncoupling protein expression in brown and white adipose tissue by leptin. Endocrinology. 1999;140(1):292–300. Epub 1999/01/14. 10.1210/endo.140.1.6399 .9886838

[25] PagliariniDJ, CalvoSE, ChangB, ShethSA, VafaiSB, OngSE, et al A mitochondrial protein compendium elucidates complex I disease biology. Cell. 2008;134(1):112–123. Epub 2008/07/11. 10.1016/j.cell.2008.06.016 S0092-8674(08)00768-X [pii]. 18614015PMC2778844

[26] MulliganJD, GonzalezAA, StewartAM, CareyHV, SaupeKW. Upregulation of AMPK during cold exposure occurs via distinct mechanisms in brown and white adipose tissue of the mouse. J Physiol. 2007;580(Pt. 2):677–684. Epub 2007/02/03. jphysiol.2007.128652 [pii] 10.1113/jphysiol.2007.128652 17272339PMC2075554

[27] AlvarezR, de AndresJ, YuberoP, VinasO, MampelT, IglesiasR, et al A novel regulatory pathway of brown fat thermogenesis. Retinoic acid is a transcriptional activator of the mitochondrial uncoupling protein gene. J Biol Chem. 1995;270(10):5666–5673. Epub 1995/03/10. .789068910.1074/jbc.270.10.5666

[28] BarberaMJ, SchluterA, PedrazaN, IglesiasR, VillarroyaF, GiraltM. Peroxisome proliferator-activated receptor alpha activates transcription of the brown fat uncoupling protein-1 gene. A link between regulation of the thermogenic and lipid oxidation pathways in the brown fat cell. J Biol Chem. 2001;276(2):1486–1493. Epub 2000/10/26. 10.1074/jbc.M006246200 M006246200 [pii]. .11050084

[29] MottilloEP, BlochAE, LeffT, GrannemanJG. Lipolytic products activate peroxisome proliferator-activated receptor (PPAR) alpha and delta in brown adipocytes to match fatty acid oxidation with supply. J Biol Chem. 2012;287(30):25038–25048. Epub 2012/06/12. 10.1074/jbc.M112.374041 M112.374041 [pii]. 22685301PMC3408177

[30] VegaRB, HussJM, KellyDP. The coactivator PGC-1 cooperates with peroxisome proliferator-activated receptor alpha in transcriptional control of nuclear genes encoding mitochondrial fatty acid oxidation enzymes. Mol Cell Biol. 2000;20(5):1868–1876. .1066976110.1128/mcb.20.5.1868-1876.2000PMC85369

[31] YuXX, LewinDA, ForrestW, AdamsSH. Cold elicits the simultaneous induction of fatty acid synthesis and beta-oxidation in murine brown adipose tissue: prediction from differential gene expression and confirmation in vivo. FASEB J. 2002;16(2):155–168. Epub 2002/01/31. 10.1096/fj.01-0568com 16/2/155 [pii]. .11818363

[32] VallerandAL, PerusseF, BukowieckiLJ. Stimulatory effects of cold exposure and cold acclimation on glucose uptake in rat peripheral tissues. Am J Physiol. 1990;259(5 Pt 2):R1043–1049. Epub 1990/11/01. .224026410.1152/ajpregu.1990.259.5.R1043

[33] MaretteA, BukowieckiLJ. Noradrenaline Stimulates Glucose-Transport in Rat Brown Adipocytes by Activating Thermogenesis—Evidence That Fatty-Acid Activation of Mitochondrial Respiration Enhances Glucose-Transport. Biochemical Journal. 1991;277:119–124. ISI:A1991FV58400017. 171303110.1042/bj2770119PMC1151199

[34] TrayhurnP. Fatty acid synthesis in mouse brown adipose tissue. The influence of environmental temperature on the proportion of whole-body fatty acid synthesis in brown adipose tissue and the liver. Biochim Biophys Acta. 1981;664(3):549–560. Epub 1981/06/23. .727232110.1016/0005-2760(81)90132-6

[35] RuasJL, WhiteJP, RaoRR, KleinerS, BrannanKT, HarrisonBC, et al A PGC-1alpha isoform induced by resistance training regulates skeletal muscle hypertrophy. Cell. 2012;151(6):1319–1331. Epub 2012/12/12. 10.1016/j.cell.2012.10.050 S0092-8674(12)01363-3 [pii]. 23217713PMC3520615

[36] MiuraS, KaiY, KameiY, EzakiO. Isoform-specific increases in murine skeletal muscle peroxisome proliferator-activated receptor-gamma coactivator-1alpha (PGC-1alpha) mRNA in response to beta2-adrenergic receptor activation and exercise. Endocrinology. 2008;149(9):4527–4533. Epub 2008/05/31. en.2008-0466 [pii] 10.1210/en.2008-0466 .18511502

[37] MuzzinP, RevelliJP, KuhneF, GocayneJD, McCombieWR, VenterJC, et al An adipose tissue-specific beta-adrenergic receptor. Molecular cloning and down-regulation in obesity. J Biol Chem. 1991;266(35):24053–24058. Epub 1991/12/15. .1721063

[38] GrannemanJG, LahnersKN, ChaudhryA. Molecular cloning and expression of the rat beta 3-adrenergic receptor. Mol Pharmacol. 1991;40(6):895–899. Epub 1991/12/01. .1684635

[39] MazzucotelliA, ViguerieN, TirabyC, AnnicotteJS, MairalA, KlimcakovaE, et al The transcriptional coactivator peroxisome proliferator activated receptor (PPAR)gamma coactivator-1 alpha and the nuclear receptor PPAR alpha control the expression of glycerol kinase and metabolism genes independently of PPAR gamma activation in human white adipocytes. Diabetes. 2007;56(10):2467–2475. Epub 2007/07/25. db06-1465 [pii] 10.2337/db06-1465 .17646210

[40] KleinerS, MepaniRJ, LaznikD, YeL, JurczakMJ, JornayvazFR, et al Development of insulin resistance in mice lacking PGC-1alpha in adipose tissues. Proc Natl Acad Sci U S A. 2012;109(24):9635–9640. Epub 2012/05/31. 10.1073/pnas.1207287109 1207287109 [pii]. 22645355PMC3386123

[41] FisherFM, KleinerS, DourisN, FoxEC, MepaniRJ, VerdeguerF, et al FGF21 regulates PGC-1alpha and browning of white adipose tissues in adaptive thermogenesis. Genes Dev. 2012;26(3):271–281. Epub 2012/02/04. 10.1101/gad.177857.111 26/3/271 [pii]. 22302939PMC3278894

How the deposited data were processed for this re-analysis (not part of the article)

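The data were probe signals from ABI Mouse Genome Survey arrays, hybridized with RNA from brown adipocytes that expressed NT-PGC-1α or empty vector. There were 2 pools of RNA, 1 per group, and 2 arrays (A and B) per pool. The values used were an intensity that the authors deposited for each of 33012 probes on each of the 4 arrays, on a linear scale and without normalization across arrays. According to the methods, the arrays were scanned, gridded and digitized on an Applied Biosystems chemiluminescent analyzer, and the paper then normalized by quantiles and kept features with a signal to noise ratio of at least 3 and quality flags under 5000. These intensities do not include the later steps, and the normalized dataset, the ratios and flags were not used here. Whether the intensities had been background-subtracted was not established. Without a measure of background, no probe can be called detected or not detected, and folds that involve a low signal are less certain than folds between high signals.

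From these intensities, log2 values were computed for every probe and normalized by quantiles across the 4 arrays in R 4.3.3 with limma 3.58.1. No offset or further background correction was applied, and no probe was removed. A fold is the difference of the mean log2 signals of the NT-PGC-1α and empty vector arrays, returned to the linear scale, and the range across the 4 pairings of arrays is given as its error. Because arrays A and B share 1 RNA pool, each group counts as 1 replicate and no p-value for NT-PGC-1α is given. The methods' t-test (Student's form on log2 signals, 2 arrays against 2, unadjusted threshold 0.05) and limma (lmFit and eBayes, Benjamini-Hochberg adjusted threshold 0.05) set the difference between the pools against the error between arrays, and their counts are reported in that sense. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

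Probes were matched to S1 Table by probe number, and 1309 of the 1342 carry the same gene identifier in both. Probes were named from S1 Table and, for 312 probes with a RefSeq accession as gene identifier, from the RefSeq genes of GRCm38.p6, used for names alone; 293 of these are not in S1 Table. No symbol was given to 31377 probes, 95.0% of the array, and 43 probes carried no gene identifier. Genes of the paper without a named probe, Ucp1, Cidea, Cox7a1 and Cox8b among them, were not analysed here, and neither was a list of respiratory chain genes chosen by name. The genes named in the text are those that the paper names for the microarray or that S2 Table and S4 Table list for the pathways it names, and the 10 named probes with the largest fold in each direction without overlap between the arrays of the groups. Some genes that this rule covers are not reported here. Ucp3 and the members of these pathway lists were picked for mention after their values were seen. For a symbol with several probes in S1 Table, each probe is given. Probes without a symbol that share a gene identifier with a named probe are mentioned beside it, and some of them carry several identifiers. In the S3 Table list the mean over a symbol's S1 Table probes was used. Molecules of S2 Table and S4 Table were matched by symbol, ignoring case. The S3 Table median was set against 10000 random lists drawn from 20 bins of mean signal.

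The calculations were tested on simulated data with the 33012 real probe means, in which 200 probes were changed. Each probe had normal noise with the technical spread smoothed over probes of like mean signal. Differences in spread between probes of like signal were therefore left out. For the comparison of the 2 pools, simulated changes of 2-fold, 4-fold and 8-fold were recovered with median folds of 1.99, 3.93 and 7.87. The methods' t-test with a 1.5-fold threshold found 66.2%, 97.0% and 100% of them, and limma found 0%, 51.5% and 78.8%. Of the unchanged probes, 5.14% passed the unadjusted test, 133 passed it with the fold, and limma called 0. In the data, 34.2% of all probes passed the unadjusted test, a far larger share than the 200 probes changed in the simulation. Adjusted calls depend on that share, so the simulated percentages for limma do not describe its calls in the data.

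Alternatives set before the data were examined were no normalization, median and 75th percentile centring, cyclic loess, normexp background correction with an offset of 50, an offset at the 5th percentile of the signals, a filter at the array median applied after or before normalization, the mean over probes of a gene identifier (run over probes with an identical identifier entry), leaving out each array, the array letter as a block, the Welch form, linear signals in the test, Benjamini-Hochberg adjustment, limma with trend or with a fold threshold, and random lists not matched on signal. The mean over probes with at least 1 identifier in common, signal floors from 200 to 1000, the block without normalization and quantile normalization on linear signals were chosen after seeing the data.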

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

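All tests in this part were chosen after the results were seen. Among probes that S1 Table does not list, 20 were higher and 8 were lower in the NT-PGC-1α pool by more than any probe of S1 Table (11.7-fold higher and 18.8-fold lower as computed here), with no overlap between the arrays of the groups. The largest increase was at AK018878.1, with signals of 112.7 and 117.2 on the empty vector arrays and 68213 and 84387 on the NT-PGC-1α arrays, 660.0-fold higher. The next was at mCG145732, 235.7-fold higher, whose NT-PGC-1α arrays differed, at 22894 and 81070. The largest decrease was at mCG146867, from 61325 and 141919 to 199.7 and 231.7, 433.7-fold lower, followed by mCG140799.1, 211.6-fold lower. No table at hand pairs these identifiers with symbols, so whether the paper discusses their genes under another name is not known. They were singled out by their values. The empty vector signals of AK018878.1 lay close to the 5th percentile of the signals (111.9). No background was measured, so the exact size of its fold is uncertain. For Krtap4-2, also among these probes, an offset at that percentile lowered the log2 fold from 4.54 to 3.59. No value with the offset is given for the 4 probes above, so their order by fold is uncertain too.

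A blemish on 1 array is argued against for 18 of the 28 probes, which stayed beyond the range of S1 Table in every pairing of an NT-PGC-1α array with an empty vector array. Low signal in both pools is argued against for 14 of the 28, whose brighter pool lay above the 75th percentile of the mean signals (3186). For the others these 2 explanations stay open. A difference between the 2 cell lines that is unrelated to NT-PGC-1α cannot be told apart from an effect of NT-PGC-1α, because each group is 1 RNA pool. An effect of NT-PGC-1α is the biological explanation that the design names, and it was not tested. Why S1 Table leaves these probes out was not established either; 1 of the 28 (Krtap4-2) has a symbol through RefSeq.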

How the results depend on the processing

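The signal floors, the mean over probes with 1 identifier in common, the replicate block without normalization and the quantile normalization on linear signals were chosen only after results were seen. The directions of the S1 Table probes, and of the 43 probes of the genes that the paper names for the microarray or that had the 10 largest changes in each direction, did not depend on the settings tried, except with a mean over probes of a gene identifier. Of 602 values of those 43 probes under the alternatives, 0 changed sign, 490 moved by no more than the array SD and 112 by more. The mean counted there joins only probes with an identical identifier entry. The plan was a mean over probes that share an identifier, and the form that also joins entries with 1 identifier in common was added after results were seen. In that form 1 of the 43 probes changed sign and 8 moved by more than the array SD: the rising probe of Uqcrc1, 0.53 in log2, was -0.29 as the mean of 3 probes. Acaca, 3.43 in log2, was 1.48. In that form 98.7% of S1 Table probes kept the direction of S1 Table. With identical entries only, 99.3% of S1 Table probes kept the direction of S1 Table; under each setting without such a mean that gives this share it was 100%. For a further 57 probes, those of the pathway members and of Ucp3 and Wars2, 633 of 792 values moved by no more than the array SD, 158 by more, and 1 changed sign: the log2 fold of Ppm1l, 0.61, was -0.70 as the mean with the second probe of its gene identifier. The fold of Ppargc1a rose in all settings. Its log2 fold was 2.82, and it moved by more than the array SD with an offset at the 5th percentile (2.07) and with the mean over probes of its gene identifier (1.76), which brings in its second probe. With each array left out it lay between 2.55 and 3.22.

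Scaling changed the balance of increases and decreases. Centring on the 75th percentile shifted the median log2 fold of all probes to 0.22 and gave 9227 probes higher and 3759 lower by at least 1.5-fold without overlap (a share of 71.1% higher, against 49.0%), 13104 higher by over 1.25-fold, and 4814 higher by at least 1.5-fold with the methods' t-test. Limma's share of higher calls went from 48.1% to 67.5%. Under median centring the share without overlap was 51.4% (6200 higher and 5866 lower), while the called shares went down, to 43.6% with the methods' t-test (2994 higher and 3871 lower, against 47.4%) and 42.1% with limma (3656 and 5038). The median log2 fold of the S3 Table genes, 0.54, became 0.68 under this centring, 0.43 under median centring and 0.41 without normalization. With cyclic loess, normexp, the offset, the signal filters and the gene identifier mean, it moved by less than the spread between pairings of arrays. With lists not matched on signal it also exceeded all random medians.

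Removing dim probes lowered the counts without overlap. With the filter at the array median, 2847 probes were higher and 3109 lower by at least 1.5-fold and 4635 higher by over 1.25-fold; with this filter before normalization these were 2887, 3054 and 4668. Probes at least 1.5-fold apart between technical arrays fell to 740 and 1068 with the filter, 759 and 1058 with the filter before normalization, and 1221 and 1718 with the offset, for empty vector and NT-PGC-1α. The counts of the methods' t-test stayed within 1.5 times under these settings. Signal over background could not be measured, so how far it limits the counts at low signals is not known.

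The form of the test mattered more. In the order at least 1.5-fold higher, at least 1.5-fold lower and over 1.25-fold higher, the methods' t-test gave 3094, 3428 and 4477 probes, the Welch form 1864, 2085 and 2682, and adjustment at 0.05 gave 59, 92 and 80. Adjustment at 0.25, also planned, gave 4443, 4791 and 6507. With the array letter as a replicate block (the paired form) the methods' t-test gave 1466, 1664 and 2138, with fewer degrees of freedom. Across probes, the difference between arrays A and B of the empty vector pool correlated with that of the NT-PGC-1α pool with r = -0.02 (0.01 without normalization). In the deposited signals array A was brighter in both pools, by a median log2 difference of 0.15 for empty vector and 0.16 for NT-PGC-1α. Normalization removes this shared shift, and apart from it no pairing was seen. The block without normalization, chosen after seeing the data, gave 1390, 2148 and 1786, and limma then called 1956. Limma called 8145 probes, 12996 with trend, 0 with the replicate block, and the Student form with adjustment called 225. With each array left out, the lone array is assumed to vary like the pair in the other group. Limma then called 0 for every array left out, the lowest and the highest count alike, with 10135 to 11413 probes at an unadjusted p under 0.05 (14053 with all arrays). With the replicate block, 12442 had an unadjusted p under 0.05. The methods' t-test gave 1295 to 1555, 1263 to 2070 and 1905 to 2186 in the same order. Without array A of the empty vector they were 1516, 1263 and 2136, without its array B 1555, 1340 and 2186, without array A of NT-PGC-1α 1310, 2070 and 1918, and without its array B 1295, 2010 and 1905. Counts without overlap stayed within 1.5 times when an array was left out.

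Signal floors, chosen after seeing the data and applied before normalization, lowered the counts of the methods' t-test step by step. The counts follow for floors of 200, 300, 500, 700 and 1000, and those within 1.5 times of the Student count without a floor are left out. The Welch counts also hold the change of form, which without a floor gives 1864, 2085 and 2682. With the floor on both arrays of a group and Student's form, probes at least 1.5-fold higher numbered 1935, 1446 and 1049 for the last 3 floors, lower 2013, 1552 and 1167, and over 1.25-fold higher 2558 and 2116 for the last 2. In the Welch form these were 1768, 1610, 1303, 1025 and 764 higher, 1997, 1778, 1336, 1081 and 856 lower, and 2562, 2367, 2019, 1715 and 1439 over 1.25-fold. With the floor on all 4 arrays and Student's form, they were 1647, 1141, 813, 669 and 499 higher, 1820, 1306, 950, 786 and 608 lower, and 2900, 2334, 1958, 1779 and 1536 over 1.25-fold. In the Welch form on all 4 arrays, they were 1047, 766, 577, 497 and 377 higher, 1208, 906, 715, 608 and 488 lower, and 1803, 1498, 1294, 1193 and 1038 over 1.25-fold. Fewer probes pass a higher floor, which by itself lowers a count. Quantile normalization on linear signals, also chosen after seeing the data, moved no count by more than 1.5 times.

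A filter on probes detected on all 4 arrays needs a signal to noise ratio and was not run. No detection filter is the setting used throughout, and no probe is marked as a control. Any control features were left in, and their effect was not tested.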

Differences from the paper's values

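The signal floors below were chosen only after results were seen. With the methods' t-test in Student's form on all probes, 3094 were at least 1.5-fold higher, where the paper's value is 446 genes. For decreases of at least 1.5-fold the count was 3428, and the paper's value is 577. For increases over 1.25-fold it was 4477, and the paper's value is 765. The counts here are of probes without the paper's filter on signal to noise and flags, so the group is wider than the paper's. None of the alternatives set before the data were examined brought any of the 3 counts within 1.5 times the paper's value. The nearest planned counts with an unadjusted test were 1295 higher (without array B of NT-PGC-1α), 1263 lower (without array A of empty vector) and 1905 above 1.25-fold (without array B of NT-PGC-1α). Adjustment at 0.05 went below the paper's values, to 59, 92 and 80.

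Signal floors chosen after seeing the values came within 1.5 times the paper's values. With a signal over 500 on all 4 arrays and the Welch form, 577 probes were higher and 715 lower by at least 1.5-fold, and this setting dropped 224 of the paper's 446 and 286 of its 577. A floor of 700 on all 4 arrays gave 669 and 786 with Student's form, dropping 227 and 316, and 497 and 608 with the Welch form, dropping 246 and 330. A floor of 1000 on all 4 arrays gave 499 and 608 with Student's form, dropping 274 and 364, and 377 and 488 with the Welch form, dropping 292 and 376. With a floor of 1000 on both arrays of a group and the Welch form, 856 were lower, and 244 of the 577 were dropped. For increases over 1.25-fold, the floor of 1000 on all 4 arrays with the Welch form gave 1038 and dropped 380 of the paper's 765. These floors were chosen after seeing the values, and each of them drops many of the probes that the paper lists.

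The paper places Cox5b among genes above 1.25-fold, and its fold here was 1.22. Of the 765 probes that the paper lists as above 1.25-fold, 764 were above it here. S1 Table lists Uqcrc1 with 1 probe that rises and 1 that falls, and the text names it among induced genes.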

Other observations

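All tests in this part were chosen after the results were seen. Many more probes passed 1.5-fold and the methods' t-test than S1 Table lists: 6522 in all, of which 1024 are in S1 Table and 5498 are not. Low signal alone does not account for the absent ones. Although 3154 of the 6522 (48.4%) had a mean signal below the median of all probes, 679 of those absent from S1 Table were brighter than its median probe (a mean signal of 1634). The unequal-variance form of the test does not account for them alone, since 2977 probes past that form and 1.5-fold are absent. Whether probes without a symbol were left out cannot be decided here. Of the absent probes, 51 have a symbol through their RefSeq accession. That symbol was given here, and whether the paper's annotation gave them one is not known. With all 3 limits applied at once, 1 bright, named probe past the Welch form remained absent. Too few probes carry a symbol to decide whether these 3 limits together separate the listed from the absent probes. Whether the paper's filter on signal to noise and flags separates them was not tested, because the ratios and flags were not used here.

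The split by pool gave 11367 probes with at least 1.5-fold and no overlap. The other 2 ways to divide the 4 arrays into 2 and 2 gave 936 and 991, so 1 of 3 splits gave as many. Counting splits cannot exclude chance here, because 3 are too few. In the other splits each side holds 1 array of each pool, so the difference between the pools enters the spread within each side. This by itself lowers their counts, which are therefore no measure of array error.

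S3 Table gives the same thresholds as the upregulated list of S1 Table, yet 102 of its 195 symbols are not in S1 Table. Older symbols were tested as the explanation, and 102 were still absent after RefSeq synonyms were applied. For 1 of them, Wars2, a probe is named through its RefSeq accession (364376). It rose 3.51-fold, from signals of 261.4 and 165.4 on the empty vector arrays to 773.1 and 689.1 on the NT-PGC-1α arrays. It was singled out because no other absent symbol has a probe that could be named here.

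The 2 probes of Uqcrc1 moved in opposite directions, 1.45-fold up and 2.19-fold down. The falling probe lay at the 68.3 percentile of mean signals and the rising probe at the 97.4 percentile. Low signal of the falling probe may contribute, but the difference between its pools was larger than that between its arrays, and no sequence was used here to tell whether the probes measure the same transcript.

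Probes that share a gene identifier often changed by different amounts. Over 1096 pairs of such probes, the log2 folds correlated with r = 0.08 across pairs, which are not independent replicates. Over the 183 pairs with both probes above the 75th percentile of mean signals, r was 0.34. Where the first probe of a bright pair changed at least 1.5-fold, the second moved in the same direction in 13 of 17 pairs. Noise at low signal may be part of the explanation, and probes for different transcripts under 1 identifier stay open. Ppargc1a is such a pair, with folds of 7.06 and 1.63.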
